# Visuomotor deficiency in *panx1a* knockout zebrafish is linked to dopaminergic signaling

**DOI:** 10.1038/s41598-020-66378-y

**Published:** 2020-06-12

**Authors:** Nickie Safarian, Paige Whyte-Fagundes, Christiane Zoidl, Jörg Grigull, Georg Zoidl

**Keywords:** Molecular biology, Neuroscience

## Abstract

Pannexin 1 (Panx1) forms ATP-permeable membrane channels that play roles in the nervous system. The analysis of roles in both standard and pathological conditions benefits from a model organism with rapid development and early onset of behaviors. Such a model was developed by ablating the zebrafish *panx1a* gene using TALEN technology. Here, RNA-seq analysis of 6 days post fertilization larvae were confirmed by Real-Time PCR and paired with testing visual-motor behavior and *in vivo* electrophysiology. Results demonstrated that loss of *panx1a* specifically affected the expression of gene classes representing the development of the visual system and visual processing. Abnormal swimming behavior in the dark and the expression regulation of pre-and postsynaptic biomarkers suggested changes in dopaminergic signaling. Indeed, altered visuomotor behavior in the absence of functional *Panx1a* was evoked through D1/D2-like receptor agonist treatment and rescued with the D2-like receptor antagonist Haloperidol. Local field potentials recorded from superficial areas of the optic tectum receiving input from the retina confirmed abnormal responses to visual stimuli, which resembled treatments with a dopamine receptor agonist or pharmacological blocking of *Panx1a*. We conclude that *Panx1a* functions are relevant at a time point when neuronal networks supporting visual-motor functions undergo modifications preparing for complex behaviors of freely swimming fish.

## Introduction

Pannexin 1 (Panx1) is an integral membrane glycoprotein forming ATP release channels in different tissues and cell types^1–5^, including neurons^6–8^. In the CNS, evidence for physiological functions of Panx1 points at roles in the processing of sensory signals and learning and memory^9–11^. For example, in Panx1 knockout mice, altered retinal contrast sensitivity^12^ and hearing loss have been found^13,14^. Also, performance in spatial learning and memory abilities such as object recognition and fear conditioning tasks are decreased^9,15,16^. Intellectual disabilities, severe hearing loss, primary ovarian failure, kyphoscoliosis, and difficulties navigating in darkness were found in the first human patient identified with a homozygous Panx1 mutation^17^.

To form a better view of Panx1 functions in the processing of sensory information, we used the zebrafish as model organisms. Two Panx1 genes, *panx1a* and *panx1b*, originated from partial genome duplications during early teleost evolution^18,19^. Although the two genes have been separated for more than 200 million years, principal channel functions are comparable to rodent or human Panx1^20^. In the retina, the *panx1a* protein is expressed in horizontal cells^19,20^ and plays essential roles in feedback from horizontal cells to cones in adult zebrafish^21–23^. Here the *panx1a* gene was edited using transcription activator-like effector nucleases (TALEN). A loss of function mutation allowed to investigate *Panx1a* in 6 dpf old zebrafish larvae at a developmental stage when neuronal networks for visually guided locomotor behaviors were functional. Transcriptome analysis detected noteworthy expression differences of genes associated with eye development and vision-related processes. When followed up, altered dopaminergic signaling affecting both pre- and postsynaptic proteins were found. The molecular evidence was supported by measuring abnormal responsiveness of *panx1a*^−/−^ larvae to darkness, or after the abrupt loss of illumination. Pharmacological activation of D1/D2-like dopamine receptors simulated this phenotype. Blocking D2-like receptors with Haloperidol rescued the phenotype. *In vivo* electrophysiological recording of local field potentials (LOF) from the larval optic tectum in a region receiving input from the retina demonstrated that the dynamic transition from low to higher-frequency brain waves in light and darkness was compromised in *panx1a*^−/−^ larvae. This phenotype was reproduced by pharmacological blocking of *Panx1a*, or by treatment with the D1/D2 receptor agonist apomorphine. This research delivers a novel association between *Panx1a* in the integration of sensory-motor behavior through modulation of dopaminergic signaling.

## Results

### Targeted ablation of *panx1a*

The *panx1a* mutant allele was generated by TALEN-mediated mutagenesis targeting the single *AfeI* restriction endonuclease recognition site in the fourth exon of *panx1a* (Fig. 1a). Three doses of 30, 60, and 100 pg/TALEN cRNA pair were injected into 1-cell stage embryos of the TL strain. 61% and 38.6% of all F0 embryos developed typically after injection of 30 pg/nl and 60 pg/nl cRNA, whereas 90% of the embryos developed malformations or died within 24hrs after injection of 100 pg/nl **(**Fig. 1b**)**. A concentration of 30 pg/nl cRNA was used in follow-up gene-targeting experiments. The restriction fragment length polymorphism test (RLFP RFLP) of ten randomly selected embryos revealed a mutagenesis efficiency of ≈50%, as evidenced by a partial loss of the restriction enzyme recognition site at the TALENs cut sites (Fig. 1c). DNA sequence analysis of multiple microinjected embryos confirmed the efficient introduction of short, 4 to 7 long nucleotide deletions in the *panx1a* exon 4 (Fig. 1d). A founder fish carrying a four bp deletion (*panx1a*^Δ4^) was selected for further experimentation. The four base pair deletion caused a frameshift at amino acid 195, resulting in a premature stop codon leading to truncated 201-amino-acid protein, lacking most of the 416 amino acid long *Panx1a* protein sequence including two transmembrane regions and the entire carboxyterminal domain (Fig. 1e). After transfection into mouse Neuroblastoma 2a (Neuro2a) cells the subcellular localization of the truncated *Panx1a*^Δ4-EGFP^ protein had a diffuse cytoplasmic signal suggesting that the mutant protein was unable to traffic efficiently to the cell membrane (Fig. 1f), and unlikely to form functional channels (Fig. 1f, left panel). The full-length *Panx1a*^wt-EGFP^ protein was detectable in the plasma membrane (Fig. 1f, right panel) in line with previous reports^20,24^.

**Figure 1:**
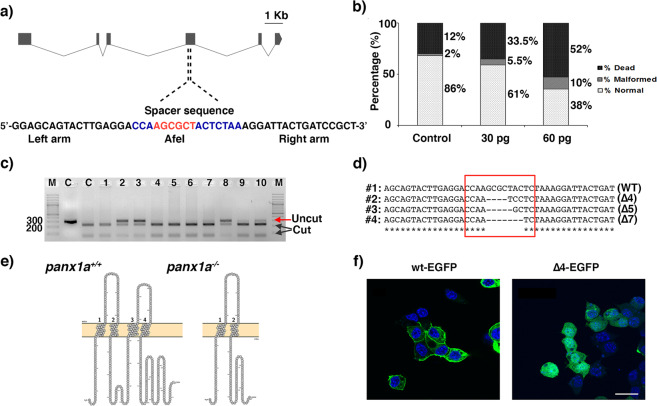
Generating *panx1a*^−/−^ fish using TALENs – (**a**) The zebrafish *panx1a* gene structure with six coding exons. The position of the left and right TALENs sequence with the spacer sequence and AfeI restriction site in blue and red is highlighted. (**b**) Larval survival rates (in %) one day after (1 dpf) microinjection. A dose of 30 pg TALENs pair resulted in more than 50% survival rate and was selected for the experiments generating the *panx1a*^−/−^ fish line. (**c**) The RFLP-assay shows the loss of the AfeI recognition sequence (indicated by uncut) in four out of ten F0 larvae tested. (**d**) A sequencing alignment is demonstrating small deletions causing frameshift mutations found in three different F0 larvae. (**e**) The predicted sequence features of the mutated *panx1a* were visualized using the Protter open-source tool (wlab.ethz.ch/protter). A 4 bp deletion in *Panx1a* exon 4 resulted in a frameshift causing a premature stop codon at amino acid 195. (**f**) Localization of the truncated *Panx1a* protein – Confocal images of transiently transfected proteins *Panx1a*^wt-EGFP^ (left panel) and *Panx1a* ^Δ4-EGFP^ (right panel) in Neuro2a cells. Nuclei were stained with DAPI. Scale bar: 10 μm.

### Characterization of *panx1a*^−/−^ larvae

A comparison of *panx1a*^*−/−*^ and wild type TL larvae (F3 generation) revealed no gross anatomical defects (Fig. 2a), and juvenile fish were visually indistinguishable from age-matched TL siblings. Adult *panx1a*^−/−^ zebrafish were viable and fertile like the parental TL strain, or heterozygous fish, suggesting that developmental differences were restricted to early developmental stages. The *panx1a* mRNA level was significantly reduced in 6 dpf *panx1a*^−/−^ larvae indicating small deletion-mediated RNA decay **(**Fig. 2b**)**. Compensatory regulation of three other pannexin genes similar to previous reports using Panx1^−/−^ mouse models was excluded^25^. *Panx1b* mRNA was expressed at equal levels in both wild-type and *panx1a*^−/−^. A low level of *panx3* mRNA expression was detected, but not *panx2* mRNA.

**Figure 2:**
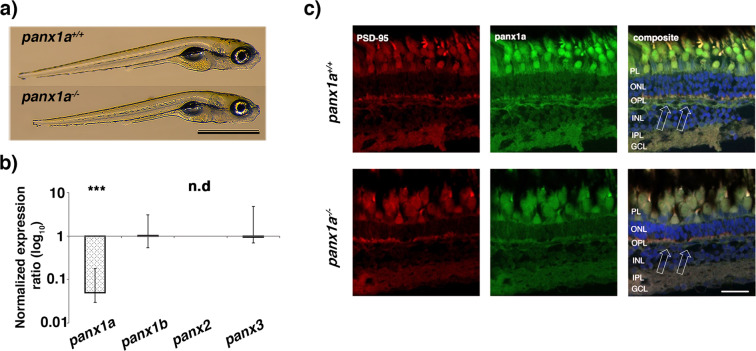
Phenotypic characterization of *panx1a*^−/−^ larvae – (**a**) Age-matched wild type TL and ^panx1a^^−/−^ larvae (6 dpf) showing regular morphology. (**b**) RT-qPCR analysis of pannexin expression in 6 dpf larva. (**c**) The *panx1a* expression is reduced in the adult *panx1a*^−/−^ zebrafish. The expression was determined using an affinity purified rabbit anti-*panx1a* antibody directed against the carboxy-terminal 129 amino acids of the *Panx1a* protein. Detection of the PSD-95 protein in cone terminals served as an internal control. Cell nuclei were stained with DAPI. In wild type TL fish arrows indicate *Panx1a* immunoreactivity found in the horizontal cell layer as reported previously^19,20^. The immunoreactivity was significantly reduced in *panx1a*^−/−^ fish. Residual staining was overlapping with DAPI stained nuclei and considered as unspecific. Abbreviations: PL, photoreceptor layer; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. Scale bar 100 µm. n.d., Not detected. Significance: ***p-value < 0.001.

Immunohistochemistry (IHC) experiments confirmed a reduction of *Panx1a* expression in the retina of adult zebrafish. PSD-95 staining of cone photoreceptor terminals was similar in both genotypes. No gross anatomical alteration of the retina was noticeable. The immunoreactivity found in the outer retina of *panx1a*^+/+^ controls was reduced in age-matched knock-out retina (Fig. 2c). *Panx1a* expression in the outer retina of 3 dpf larvae TL larvae resembled the localization found in the adult retina (see Supplementary Fig. S1a). The *Panx1a* immunoreactivity was reduced in *Panx1a*^−/−^ larvae (Supplementary Fig. S1b). Residual immunoreactivity found in both adult and 3 dpf retina was attributed to cross-reactivity of the antibody with the *panx1b* protein, which shares 66% amino acid identity with *panx1a* in the carboxyterminal domain.

### Transcriptome profiling of 6 dpf *panx1a*^−/−^ larvae

The transcriptomes of *panx1a*^−/−^ and wild-type TL larvae were compared at 6 dpf (NCBI Gene Expression Omnibus (GEO) database; data deposit GSE147068;). 

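Total RNA of 6 dpf larvae was sequenced in 6 libraries, 3 from TL controls and 3 from *panx1a*-/- larvae, and both genotypes carry the replicate numbers 1, 2 and 3. The authors deposited raw counts for each library in the layout of HTSeq-count, with 15336 genes listed by symbol and 5 further rows for reads that were not assigned to a gene. The paper's text does not name the aligner, the genome build or the annotation used. In the order of the replicate numbers, 17349457, 21472044 and 20170029 reads were counted on genes in the TL controls, and 15736247, 17776115 and 13054759 in the *panx1a*-/- libraries. Uniquely aligned reads that the counting matched to no gene feature are called reads outside annotated genes here. Depending on the counting settings, which the paper's text does not give, they can include reads in introns or on the opposite strand of a gene. They made up 42.9%, 30.2% and 30.7% of the uniquely aligned reads in the TL controls and 51.6%, 48.4% and 59.4% in the *panx1a*-/- libraries, each with a 95% Wilson interval of at most 0.0176 percentage points to either side, which covers counting error only. Every *panx1a*-/- library was above every TL library in this share (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Libraries of the same genotype differed by more than the sampling noise, with a chi-square per degree of freedom between 46.7 and 197 across the pairs, and each was kept as a separate sample. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the 12797 genes that passed edgeR's filter on low counts. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The targeted gene *panx1a* had 110, 114 and 147 counts in the TL controls and 22, 17 and 13 counts in the *panx1a*-/- libraries. Its log2 fold change was −2.72 (standard error 0.26, adjusted p = 0.00793 from edgeR's quasi-likelihood test), and −2.72 with the replicate number as a block (adjusted p = 0.00414 from the same test). With each library left out in turn, it stayed between −2.90 and −2.62, with an adjusted p of 0.0637 without TL replicate 3 and 0.0649 without *panx1a*-/- replicate 3.

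**Figure D1:**
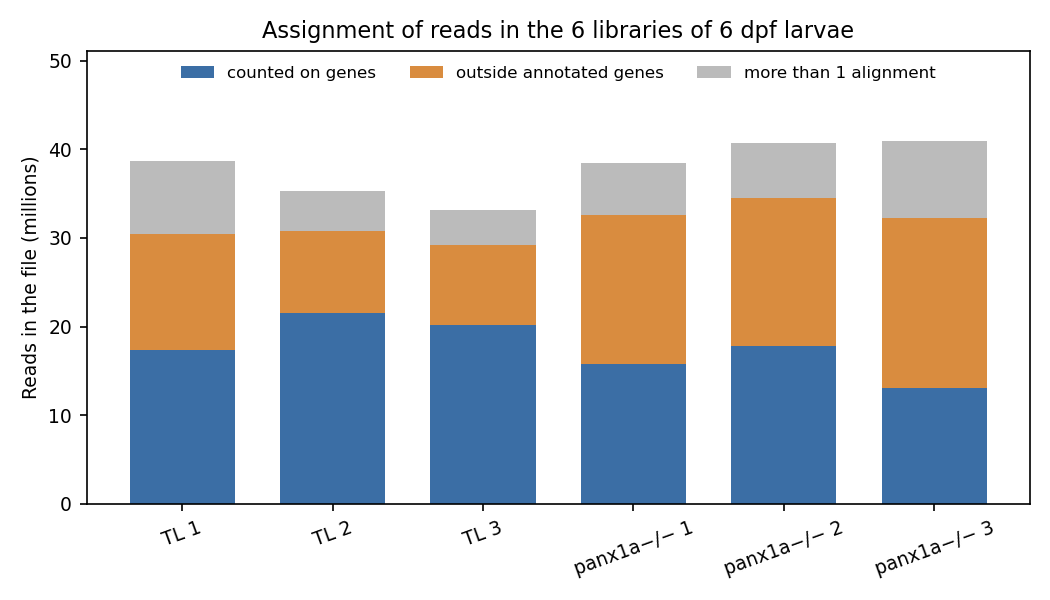
Reads per library (vertical axis), divided into reads counted on genes, reads matched to no gene feature (labelled outside annotated genes) and reads with more than 1 alignment, for the 3 TL and 3 *panx1a*-/- libraries; reads on overlapping genes are not drawn. The part outside annotated genes runs from 8976901 to 13066993 reads in the TL controls and from 16690378 to 19137148 reads in the *panx1a*-/- libraries.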

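Of the genes listed by the authors, 13475 had at least 1 count in all 6 libraries. A single library held counts for between 13863 and 14126 genes. With a minimum of 5 counts in every library, 12522 genes were left, and with a minimum of 10 counts, 11852 genes.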

A total of 12302 RNAs was found in each of the six samples (TL control, n = 3; *panx1a*^−/−^, n = 3) sequenced. In *panx1a*^−/−^ larva, 1902 RNAs were downregulated, and 933 RNAs upregulated when the cutoff for the false discovery rate (FDR) was set to 0.05, and the significance of regulation was defined as *p-*value < 0.0001. 

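At an adjusted p-value below 0.05, edgeR's quasi-likelihood test called 1264 genes upregulated and 1506 downregulated in *panx1a*-/- larvae, out of the genes tested. When an unadjusted p-value below 0.0001 was also required, 22 upregulated and 29 downregulated genes were left in this test. The stricter threshold was not applied to the other tests. The upregulated genes made up 45.6% of the calls, against 31.2% with upper-quartile factors (874 upregulated, 1925 downregulated) and 62.8% with library size as the only scaling (1026 upregulated, 607 downregulated). Relative to TMM, where the median log2 fold change of the tested genes was −0.06, that median was −0.17 with upper-quartile factors and 0.17 with library size only. Among the alternatives set before the counts were examined, leaving out a library moved the number of calls most, from 3 genes without TL replicate 3 to 4708 genes without TL replicate 1. Deviations from the group means correlated across genes between same-numbered libraries (mean Pearson r = 0.17 over 3 pairs, from 0.08 to 0.30) more than between libraries with different numbers (mean r = −0.08 over 6 pairs, from −0.21 to 0.14), though the ranges overlapped and genes are not independent replicates. Deviations within a genotype cancel out, so the second mean is nearly fixed by the first and is not separate evidence of pairing. With the replicate number as a block, 1743 genes were upregulated and 2139 downregulated, and 2669 of the calls made without the block were shared in direction. With the share of reads outside annotated genes as a covariate, an alternative chosen after seeing the data, 1 gene was called, and 611 had an unadjusted p-value below 0.05. The normalized values of the genotypes did not overlap for 6084 of the tested genes, or 47.5%, where chance gives 10%. Among upregulated genes with an average log2 CPM of at least 1, *adh5l*, which the files list under an earlier clone identifier, changed most, from 0.537 ± 0.059 CPM in the TL controls to 11.1 ± 0.25 CPM in *panx1a*-/- larvae (SD, n = 3 each), a log2 fold change of 4.35 (standard error 0.23, adjusted p = 0.000772 from edgeR's quasi-likelihood test). It was followed by *guca1c* (log2 fold change 3.53), *pth1a* (3.19), *ndufs8b* (2.70) and *asb4* (2.65). Among downregulated genes, a gene listed only by a clone identifier (zgc) had 440, 260 and 308 counts in the TL controls and 0 counts in every *panx1a*-/- library, and was at least 88.9-fold lower when the *panx1a*-/- value is set to 3 counts. *si:dkeyp-73d8.9* also had 0 counts in every *panx1a*-/- library and was at least 26.0-fold lower. *si:ch211-130m23.2* (log2 fold change −5.01), *cyt1l* (−4.01) and *c6ast3* (−3.97) followed. *cyt1l* fell from 1132 ± 118 to 70.2 ± 43.6 CPM (SD, n = 3 each; adjusted p = 0.0225 from edgeR's quasi-likelihood test).

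**Figure D2:**
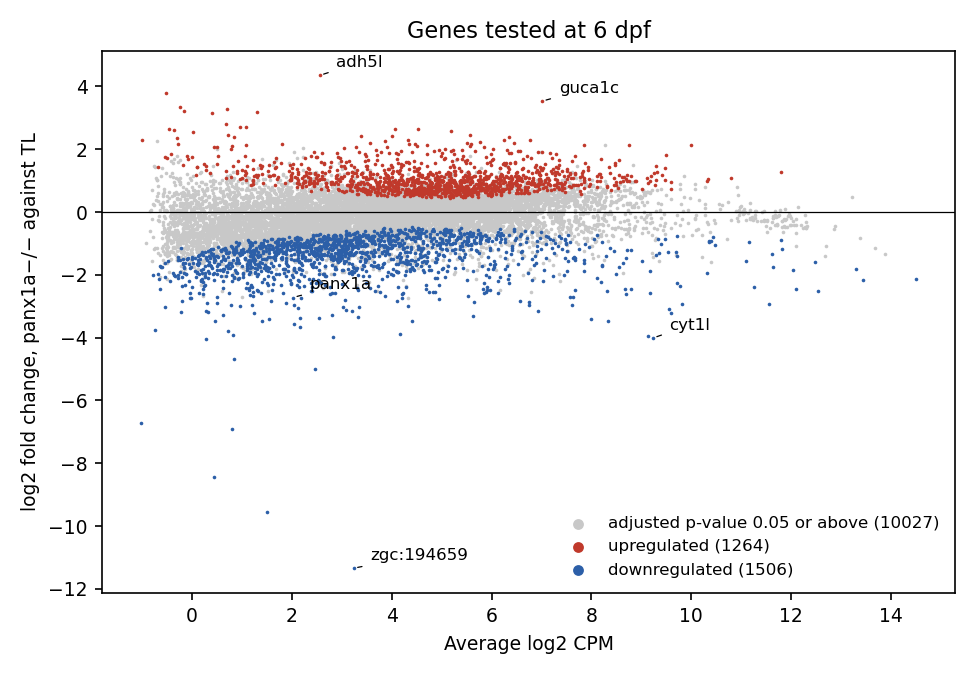
Average log2 CPM (horizontal axis) against the log2 fold change of *panx1a*-/- over TL larvae (vertical axis), one point per gene tested, with the 1264 upregulated genes in red and the 1506 downregulated genes in blue. *panx1a*, *guca1c*, *cyt1l*, *adh5l* and the zgc gene with 0 counts in the *panx1a*-/- libraries are named, and the position of the last is set by the model.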

Gene-specific expression information retrieved from the Zebrafish Information Network (ZFIN) database allowed categorizing the representation of regulated genes to those previously described as expressed in the central nervous system (CNS) or visual system. Three hundred seventy-seven upregulated genes and 646 downregulated genes matched genes expressed in the central nervous system (Fig. 3a, left panel). Furthermore, 317 upregulated genes and 473 downregulated genes matched genes expressed in the visual system (Fig. 3a, right panel).

**Figure 3:**
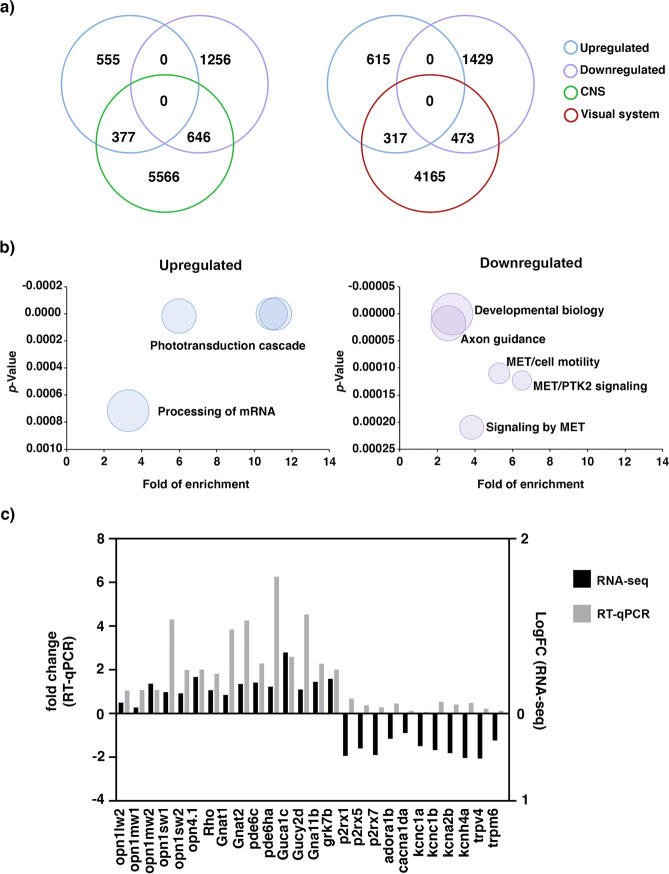
RNA-seq analysis of 6 dpf *panx1a*^−/−^ larvae – (**a**) Comparison of deregulated genes against two categories: central nervous system (CNS) and the visual system. (**b**) GO annotation of RNA-seq data: the upregulated genes were enriched in the phototransduction cascade and mRNA processing pathways. The downregulated genes were annotated for developmental processes and signaling pathways. (**c**) Validation of RNA-seq data by RT-qPCR.

The AmiGO2 analysis (http://amigo.geneontology.org/amigo/landing) revealed enriched Gene Ontology (GO) terms and pathways (Supplementary Tables S1a and S1b). 

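A list of phototransduction genes was written from gene symbols before the counts were examined. Of its 46 tested genes, 25 were upregulated in *panx1a*-/- larvae (54.3%), against 9.72% of the other tested genes (two-sided Fisher's exact test, p = 5.27e-14; Benjamini-Hochberg adjusted over 7 lists, 3.69e-13). The median log2 fold change of the list was 1.09, and 43 of the genes were above 0. With the replicate number as a block, 32 of the 46 genes were upregulated (69.6%, against 13.4% of the other genes; Fisher's exact test, adjusted p = 3.68e-17). Splicing genes were called less often, with 24 of 132 upregulated (18.2%, against 9.79% of the other genes; two-sided Fisher's exact test, p = 0.00298, adjusted 0.00521). Their median log2 fold change was 0.41, with 114 genes above 0, and with the block 22.0% of them were upregulated (Fisher's exact test, adjusted p = 0.0127). At an unadjusted p-value below 0.05, 33 phototransduction and 60 splicing genes were upregulated. In edgeR's quasi-likelihood test, both lists lost all their calls when an unadjusted p-value below 0.0001 was required of each gene. That threshold left 0.173% of the genes outside the phototransduction list upregulated. It was not applied to the other tests. In edgeR's exact test, *guca1c* had an adjusted p of 6.75e-06, itself below that threshold, so the loss of calls depends on the test. With a ranking of all tested genes in place of the calls, camera gave adjusted p = 2.44e-12 for phototransduction and 9.16e-09 for splicing (limma's camera test). The correlation between genes was preset at 0.01. Genes of a list can move together, and neither camera nor Fisher's exact test measures the spread between libraries. With a library left out, the share called upregulated ranged from 0% to 72.3% for phototransduction and from 0% to 45.5% for splicing.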

The most significant enriched Reactome processes (cut-off: *p-*value < 0.001; fold change of expression >2.5) (Fig. 3b) represented the phototransduction cascade, as well as the processing of mRNAs (Fig. 3b. left plot, upregulated genes). Processes such as development and cell signaling through membrane receptors represented downregulated genes (Fig. 3b, right plot).

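Genes of MET signaling and the extracellular matrix, again from a list written before the counts were examined, were downregulated in 18 of 44 cases (40.9%), against 11.7% of the other tested genes (two-sided Fisher's exact test, p = 8.55e-07; adjusted over 7 lists, 1.99e-06). Their median log2 fold change was −0.73, and with the replicate number as a block 21 of them were downregulated (47.7%; Fisher's exact test, adjusted p = 4.05e-06). For axon guidance genes, 13 of 75 were downregulated (17.3%), which did not exceed the 11.7% of the other genes by the test (two-sided Fisher's exact test, p = 0.148, adjusted 0.207; with the block, adjusted 0.191). With calls from edgeR's exact test, 29.3% of the axon guidance genes were downregulated, against 17.5% of the other genes (two-sided Fisher's exact test, p = 0.0138).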

RNAseq data (cutoff: *p-*value < 0.0001; FDR 0.05) were also validated by RNA-qPCR (cutoff: *p*-value < 0.05). This experiment confirmed that targeting *panx1a* upregulated mRNAs specific for phototransduction and the development of the visual system (Fig. 3c, Supplementary Table S2). 

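All 15 phototransduction genes of Supplementary Table S2 had a positive log2 fold change, from 0.19 for *opn1mw1* to 3.53 for *guca1c*, with a median of 1.49. The adjusted p-value over all tested genes was below 0.05 for 12 of them in edgeR's quasi-likelihood test, below 0.05 for 13 when adjusted over the genes of that table alone, which the paper chose from these data, and below 0.05 for 13 with the replicate number as a block. No gene of this group had an unadjusted p-value below 0.0001 in the quasi-likelihood test. In edgeR's exact test even the adjusted p-value was below 0.0001 for *guca1c* (6.75e-06), *opn4.1* (1.57e-05) and *grk7b* (1.94e-05). The largest change was in *guca1c*, which rose from 20.5 ± 17.4 to 237 ± 105 CPM (SD, n = 3 each; standard error of the log2 fold change 0.66, adjusted p = 0.0279 from edgeR's quasi-likelihood test). *pde6ha*, the most abundant of the group, rose from 2084 ± 251 to 5073 ± 1981 CPM (SD, n = 3 each; adjusted p = 0.0370 from edgeR's quasi-likelihood test). Rod opsin *rho* had a log2 fold change of 1.28 (standard error 0.36, adjusted p = 0.0425), and cone transducin *gnat2* of 1.66 (standard error 0.37, adjusted p = 0.0314). For *opn1lw2*, at 86.6 ± 52.9 and 113 ± 49.4 CPM (SD, n = 3 each), and for *opn1mw1*, the genotypes overlapped and could not be told apart (adjusted p = 0.575 and 0.693 from edgeR's quasi-likelihood test). *opn1sw2* had a log2 fold change of 1.02 (standard error 0.34) and an adjusted p of 0.0621 without the block and 0.0348 with it. Opsin genes with near-identical copies may have shared reads in the authors' counting, so their single values are uncertain. Among 33 phototransduction genes outside Supplementary Table S2, 15 were upregulated, or 45.5%, against 9.79% of the other tested genes (two-sided Fisher's exact test, p = 1.43e-07, adjusted 4.99e-07), and with the block 63.6% were (adjusted 1.41e-10). With a library left out, the log2 fold change of *guca1c* stayed between 3.19 and 4.50 and that of *rho* between 1.08 and 1.59. In these fits *guca1c* was called only without TL replicate 1 or *panx1a*-/- replicate 2 (adjusted p from 0.00562 to 0.117 in edgeR's quasi-likelihood test). *rho* was called only without *panx1a*-/- replicate 2 (adjusted p from 0.00949 to 0.139).

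**Figure D3:**
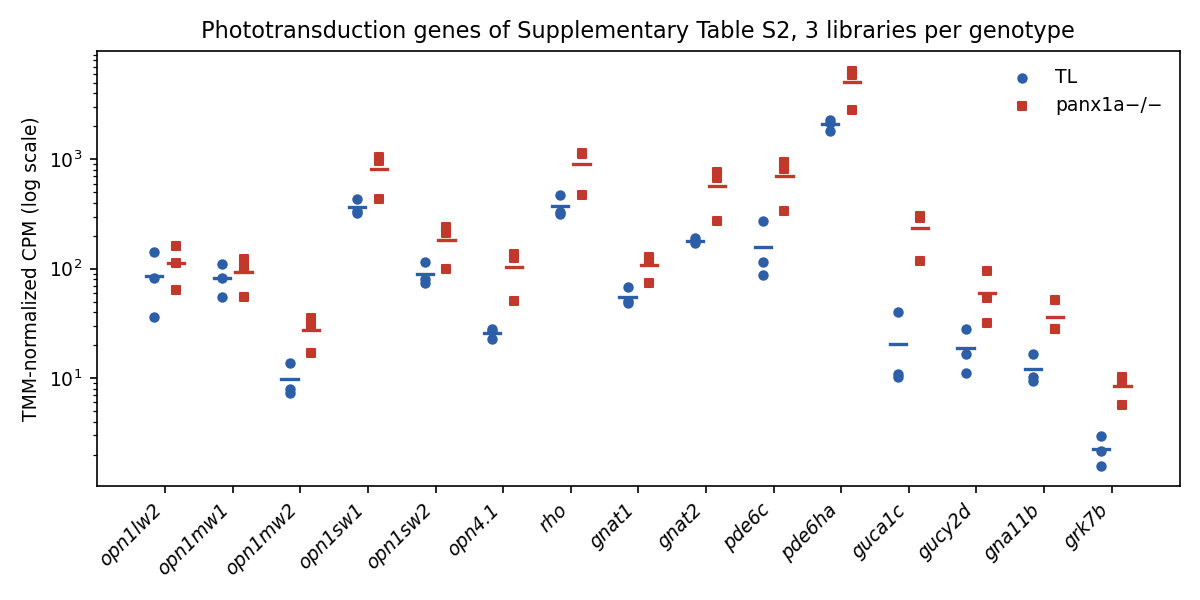
TMM-normalized CPM on a log axis for the 15 phototransduction genes, with a point for each of the 3 TL libraries (blue circles) and 3 *panx1a*-/- libraries (red squares) and a bar at the mean. The genotypes do not overlap for 11 of the genes; *opn1lw2*, *opn1mw1*, *opn1sw1* and *opn1sw2* overlap.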

Selected purinergic receptors and genes representing voltage-gated ion channel families were confirmed as downregulated in *panx1a*^−/−^ larva **(**Fig. 3c, Supplementary Table S2**)**. 

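The 11 receptor and channel genes of Supplementary Table S2 all had a negative log2 fold change, from −2.66 for *trpv4* to −0.43 for *cacna1da*, with a median of −1.51. At an adjusted p-value below 0.05, edgeR's quasi-likelihood test called 7 of them downregulated, and also 7 with the replicate number as a block; adjusted over the genes of that table alone, 9 were called. *p2rx7* was the clearest, falling from 8.93 ± 0.52 to 2.49 ± 0.51 CPM (SD, n = 3 each), a log2 fold change of −1.84 (standard error 0.23, adjusted p = 0.0212). *p2rx5* fell by 2.24 on the log2 scale (standard error 0.56, adjusted p = 0.0358 from edgeR's quasi-likelihood test). *p2rx1*, at 2.83 ± 0.26 and 0.648 ± 0.640 CPM (SD, n = 3 each), had a log2 fold change of −2.09 and an adjusted p of 0.0550 without the block and 0.0498 with it. The voltage-gated potassium channel gene *kcna2b* had a log2 fold change of −1.51 (adjusted p = 0.0327), *kcnh4a* of −1.87 (adjusted p = 0.0279) and *kcnc1a* of −1.08 (adjusted p = 0.0456 without the block and 0.0579 with it). *trpv4* and *trpm6* were also called (adjusted p = 0.0435 and 0.0335). The remaining genes did not reach the threshold, with an adjusted p of 0.134 for *adora1b*, 0.132 for *cacna1da* and 0.0779 for *kcnc1b*.

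**Figure D4:**
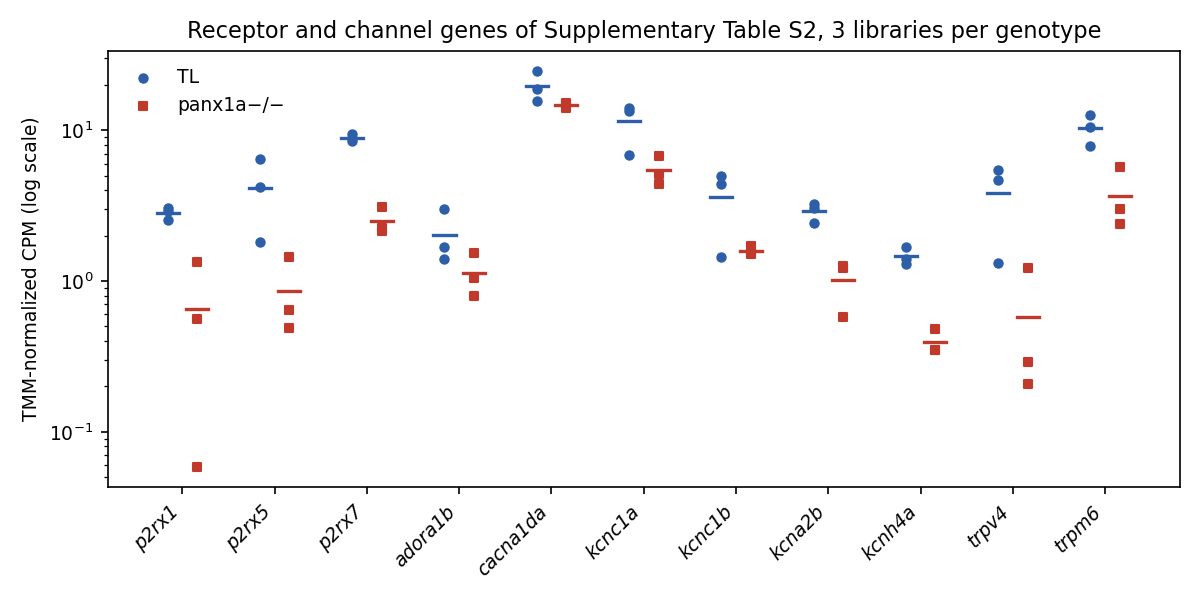
TMM-normalized CPM on a log axis for the 11 receptor and channel genes, with a point for each of the 3 TL libraries (blue circles) and 3 *panx1a*-/- libraries (red squares) and a bar at the mean. The genotypes do not overlap for 9 of the genes; *adora1b* and *kcnc1b* overlap.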

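A list of 65 tested neuronal genes, written from gene symbols, held 13 upregulated and 5 downregulated genes, or 27.7% changed, against 21.6% of the other tested genes (two-sided Fisher's exact test, p = 0.229; adjusted over 6 lists, 0.275). With the replicate number as a block, 52.3% of these genes were changed, against 30.2% of the others (Fisher's exact test, adjusted p = 0.000649). Their median log2 fold change was 0.61, with 44 genes above 0. On the ranking of all tested genes, limma's camera test gave an adjusted p of 0.000292 without the block and 3.92e-05 with it, in the upward direction.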

We concluded that the genetic ablation of *panx1a* in the zebrafish caused a molecular phenotype in which both the visual system and central nervous system was affected in 6 dpf old larvae.

### Loss of *panx1a* impairs locomotion in the dark

Visually guided behavior was investigated after transcriptome analysis suggested changes to visual functions. At 6 dpf, both genotypes, *panx1a*^+/+^ and *panx1a*^−/−^, swam longer distances and more rapidly during the Light-ON phase than during the Light-OFF phase when baseline swimming activity of unrestrained larvae was tested. In light, both genotypes showed no significant difference in the average distance traveled (t = 1.86, df = 133.52, *p*-value = 0.06531; n = 60) and average velocity (t = 1.03, df = 133.74, *p*-value = 0.3065; n = 60) (Fig. 4a**)**. A representative example illustrates the preference of larvae for swimming close to the circumferences of the wells, with spontaneous crossings of the central zone. During the dark phase, *panx1a*^−/−^ larvae were less active and showed intermittent episodes of swimming bouts with slow and medium speeds. *Panx1a*^−/−^ larvae swam significantly less (t = −3.08, df = 135.9, *p-*value = 0.002; n = 70) and with lower velocity (t = −2.79, df = 131.73, *p*-value = 0.006; n = 70) compared to TL-controls (Fig. 4b). Furthermore, *panx1a*^−/−^ larvae avoided crossing the central zone of the well in the dark.

**Figure 4:**
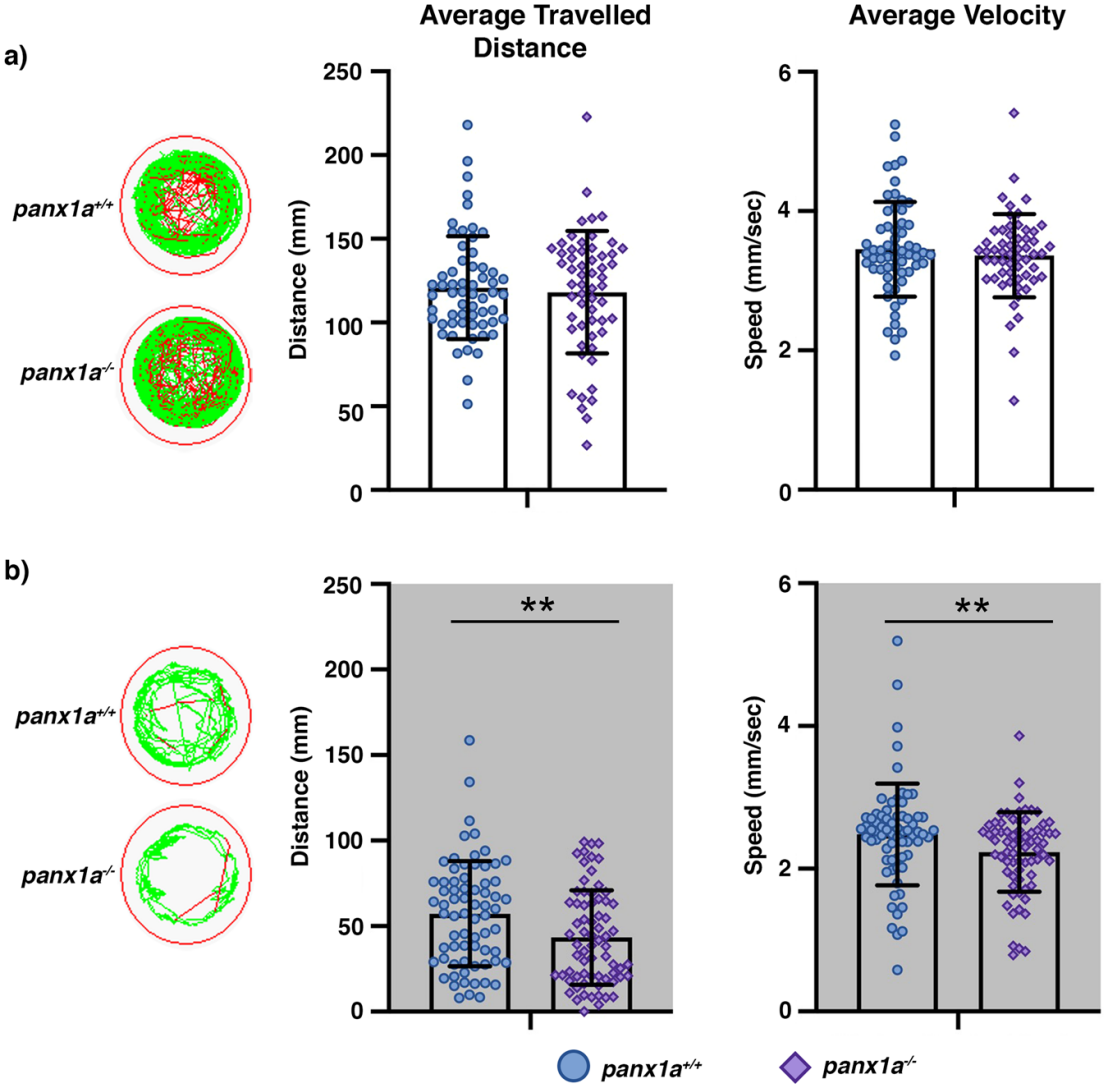
Locomotor activity in Light-Dark conditions – Locomotion was video tracked for 60 min in (**a**) Light-ON and (**b**) Light-OFF conditions. The wells on the left show examples of *panx1a*^−/−^ and *panx1a*^+/+^ locomotion patterns. Medium (<20 mm/sec) or high-speed movements (>20 mm/sec) are visualized with green and red colors. Graphs demonstrate the averaged traveled distance (in mm) and the average velocity (mm/sec) of n = 60 larvae for each genotype. Significance: *p-value < 0.01.

### Visual-motor response (VMR) in *panx1a*^−/−^ larvae

The visual-motor response (VMR) assay measured the responsiveness of zebrafish larvae to light changes. The orthogonal transformation of the multidimensional VMR data by principal component analysis (PCA) was used to identify the most relevant of seven behavioral parameters. PC1 and PC2 captured more than 76% and 21% of the data variance (Fig. 5a). Two-dimensional PCA plotting confirmed that both genotypes were separated into two distinct clusters (Fig. 5b). The variable correlation plot allowed to conclude that the total activity duration (TAD; in red) had the most significant contribution to the variability in PC1 (Fig. 5c). Thus, TAD was chosen to determine the differences between genotypes in VMR assays.

**Figure 5:**
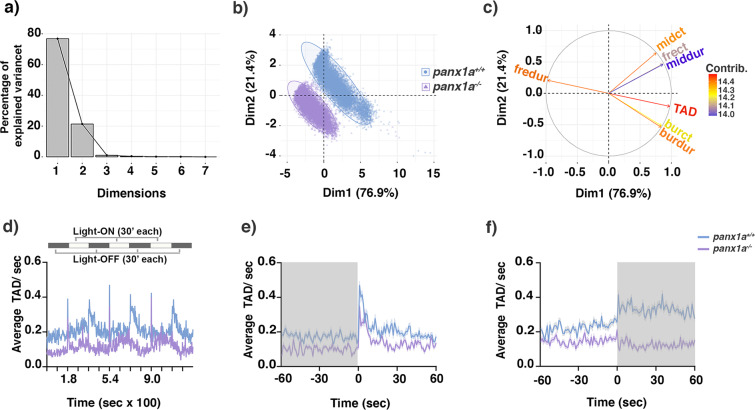
Visual-motor response (VMR) changes in *panx1a*^−/−^ larvae – (**a**) Principal component analysis (PCA) transforming the VMR multidimensional data. The scree plot shows that Dimensions 1 and 2 capture more than 76% and 21% of the data variance. (**b**) Mapping individual samples on a two-dimensional space revealed that the two genotype groups were separated into two distinct clusters. (**c**) The variable correlation plot represented the coordinates of the seven variables (i.e., freeze counts(frect) and duration (fredur), medium activity counts (midct) and duration (middur), hyperactivity counts (burct) and duration (burdur), and the total activity duration (TAD)) in the first two dimensions. The variables were colored from blue to red as their contribution to PCs increases. Total activity duration (TAD; in color red) showed the highest contribution to the variability in Dimension 1 and was chosen to visualize differences between genotypes. (**d**) The outline of the experimental paradigm is shown on top. The line graph shows the average TAD of *panx1a*^−/−^ and *panx1a*^+/+^ larvae from a representative test with n = 24 larvae for each genotype. The activity was defined as the fraction of frames per second that a larva spent swimming (see methods for the detailed information). (**e,f**) The results for average Light-ON and Light-OFF VMR are shown from 1 min before the light switch to 1 min after the light switch. The color ribbons surrounding the average activity line graph correspond to 1 S.E.M. The values are the average of the second trial from four independent tests with n = 96 larvae for each genotype. The Light-ON and Light-OFF periods are indicated by white and black bars at the top of the panels.

TL control and *panx1a*^−/−^ larvae showed distinct VMR, as demonstrated by the corresponding average TAD plots in an experimental paradigm of 3 cycles of alternating Light-ON and Light-OFF periods (Fig. 5d**; top panel**). In all cycles, the larval activity was consistently reduced in the absence of *Panx1a* (Fig. 5d). In the 1 min period before the Light-ON stimulus (−60-0 s), *panx1a*^−/−^ larvae showed a significantly lower activity level than TL controls (*p*-value = 0.015). At Light-ON (0–1 sec), both TL controls and mutant larvae augmented their activity immediately; only the peak response to the light stimulus was trending lower in *panx1a*^−/−^ larvae compared to TL controls (*p*-value = 0.382). During the subsequent light period, both mutants and TL controls gradually returned to the baseline activity level (in 1–60 sec, *p*-value = 0.876; Fig. 5e).

Notably, at Light-OFF, the mutants responded differently to control TL larvae. For the 1 min period before Light-OFF stimulus (−60-0 s), *panx1a*^−/−^ larvae had lower baseline activity (*p*-value = 0.036). Following the abrupt loss of illumination (0–1 s), TL control larvae initially increased their locomotor activity and then remain more active for 10 ± 2 minutes. After that, the magnitude and duration of swim bouts gradually returned to baseline activity level. In contrast, *panx1a*^−/−^ larvae demonstrated a significant reduction (*p*-value = 0.001) of dark stimulus-response and continued to show a reduced activity during the dark period. This observation was supported by the corresponding TAD plots (Fig. 5f), in which the activity of mutants after the light change was noticeably lower when compared to TL controls (*p*-value = 0.0249). These results indicated that the *panx1a* mutant fish readily detected the Light-ON stimulus but responded weakly to the Light-OFF condition. Therefore, *Panx1a* functions appear important for the detection of light decrement and the corresponding behavioral response in larval zebrafish.

### Alterations of the Dopamine (DA) signaling pathway in *panx1a* mutants

The role of dopaminergic signaling was investigated based on the differential expression of dopamine receptors found by RNA-seq and altered locomotion in the dark. These observations suggested that loss of *Panx1a* function in knock-out larvae could have affected expression of genes involved in dopamine signaling. This idea was tested first by RT-qPCR. 

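Among the dopamine receptor genes of Supplementary Table S3 with a row in the count files, *drd3* was upregulated in *panx1a*-/- larvae, from 3.55 ± 0.18 to 6.67 ± 0.95 CPM (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0331 from edgeR's quasi-likelihood test). *drd2a* was downregulated, from 1.35 ± 0.48 to 0.487 ± 0.131 CPM (SD, n = 3 each), a log2 fold change of −1.45 (standard error 0.41, adjusted p = 0.0435). Its counts were low, at 34, 15 and 25 in the TL controls. The other receptor genes did not pass the threshold. Their log2 fold changes were 0.54 for *drd4a* (adjusted p = 0.142), −0.60 for *drd2b* (adjusted p = 0.339), −0.15 for *drd1b* and 0.15 for *drd4b*, and the values of *drd1b*, *drd2b* and *drd4b* overlapped between the genotypes. With the replicate number as a block, *drd3* and *drd2a* kept their calls (adjusted p = 0.0275 and 0.0473 from edgeR's quasi-likelihood test). With a library left out, *drd3* was called only without TL replicate 1 or *panx1a*-/- replicate 2 (adjusted p from 0.0248 to 0.128 over the 6 fits), and *drd2a* only without *panx1a*-/- replicate 2 (adjusted p from 0.0386 to 0.141). With library size as the only scaling, *drd2a* was not called (adjusted p = 0.0881). *drd1a*, *drd2c* and *drd5a* were not analysed here.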

Among transcripts of dopaminergic genes located in the presynaptic compartment, a significant up-regulation of the tyrosine hydroxylase gene, which catalyzes the rate-limiting step in DA synthesis, was detected when cut-off criteria for the expression ratio was >1.5, and the *p*-value < 0.05. Other prominent regulated transcripts were *slc6a3/dat*, a sodium-dependent dopamine transporter, and *slc18a2/vmat2*, an ATP-dependent vesicular monoamine transporter involved in the dopamine neurotransmitter release cycle **(**Fig. 6a**;** Supplementary Table S3**)**. Dopamine receptor genes significantly upregulated in *panx1*^−/−^ larvae represented both D1/D2 subfamilies (Fig. 6a; Supplementary Table S3). A three-fold upregulation of the tyrosine hydroxylase protein in *panx1*^−/−^ larvae (Fig. 6b,c; n = 4; significance *p*-value < 0.01), and a significantly higher *Th*-positive cell count in the retina of *panx1a*^−/−^ larvae (Fig. 6d; *panx1a*^+/+^, n = 7; panx1a^−/−^, n = 6; *p*-value = 0.034; Supplementary Fig. S1c–e) complemented the RT-qPCR result.

**Figure 6:**
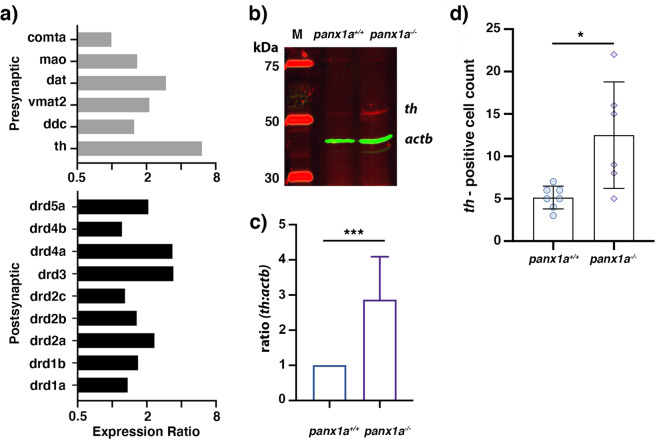
Expression modulation in the dopaminergic pathway – (**a**) RT-qPCR quantification of expression changes. Genes are arranged by typical localization in a dopaminergic synapse. (**b**) Western blot analysis of protein lysates from whole 6 dpf larvae showing tyrosine hydroxylase (th) immunoreactivity and the beta-actin control (actb). On the bottom right, quantification of th:actb ratio for n = 4 independent experiments. (**c**) Quantification of th-positive cells in the retina of wild-type (n = 7) and mutant (n = 6) larvae (3 dpf). Mean ± SD. Significance: *p -value < 0.05, ***p -value < 0.001.

Apomorphine (Apo), a non-specific dopamine receptors agonist, was used to investigate the overall role of augmented dopamine signaling in *panx1a*^−/−^ and control larvae. Dose-response assays confirmed the known U-shape relationship between Apo concentrations and larval activity in the light and dark (Supplementary Fig. S2a and S2b)^26,27^. A concentration of 50 µM Apo, representing the most substantial effect, was selected. The larval activity during the second trial was analyzed (i.e., 90–120 min), when the maximal effect of Apo was reached.

Figure 7a exemplifies larvae of both genotypes, which appeared to be hyperactive in the dark period preceding the Light-ON (i.e., −60 to 0 sec). Though, the increment of activity was significant only in mutants. Also, Apo treatment affected the Light-ON peak response (0 to 1 sec period) similarly in both groups. It significantly raised the magnitude of the Light-ON peak response, so no further difference was detected between groups (All the *p*-values are given in Table 1).

**Figure 7:**
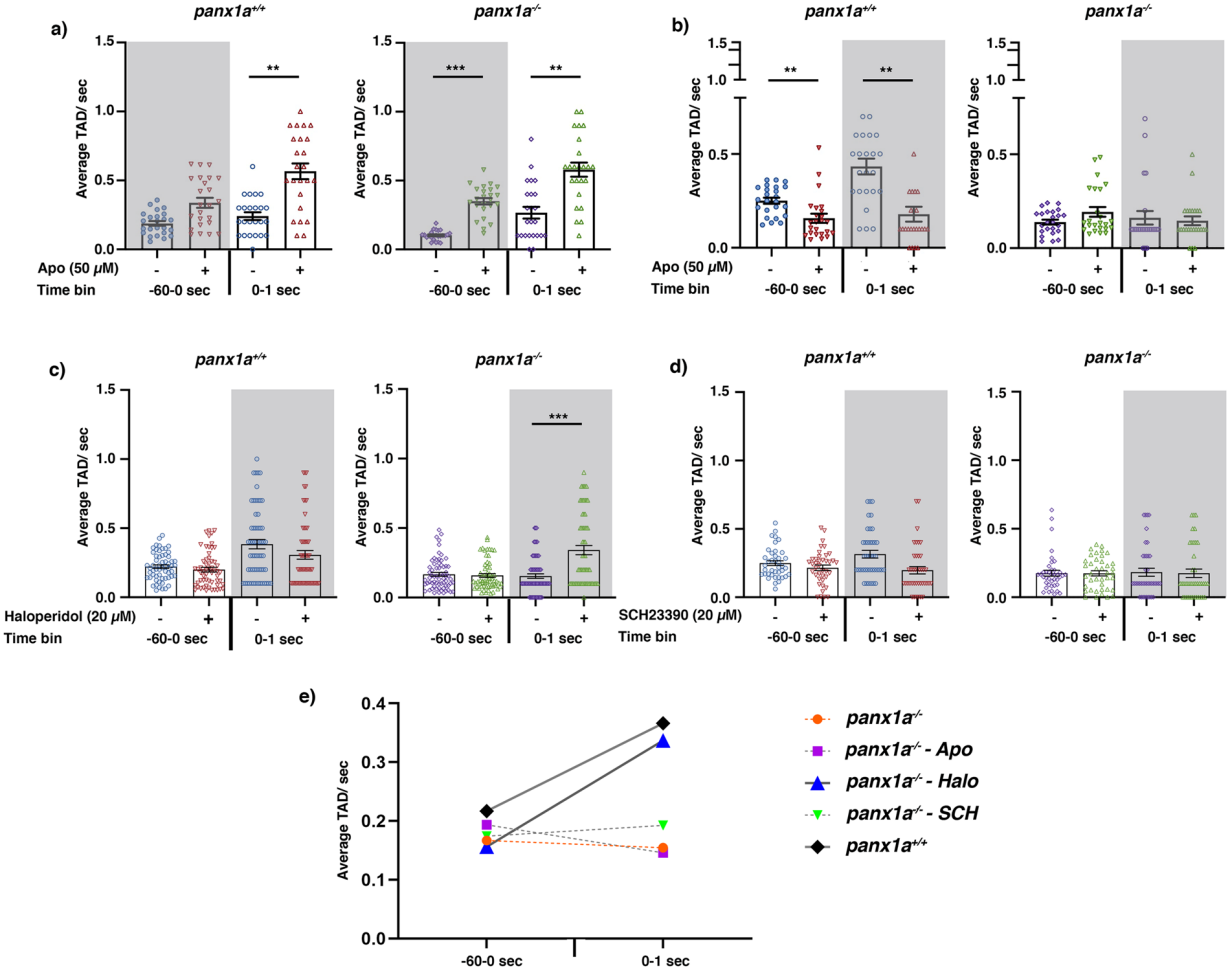
Dopaminergic signaling modulates larval visuomotor activity – The average (**a**) Light-ON and b-d) Light-OFF VMR from 1 min before the light switch to 1 sec after the light switch is graphed as mean ± SEM for *panx1a*^+/+^ controls (left panels) and *panx1a*^−/−^ (right panels). (**a**) Apomorphine (a D1/D2-receptor agonist; 50 μM) significantly increases the Light-ON peak response in both genotypes (n = 68). (**b**) The suppression of the Light-OFF response in wild-type larvae was lost in mutants after Apo treatment (n = 68). (**c**) Haloperidol, a D2-like receptor antagonist (20 μM) significantly increases the Light-OFF peak response in mutants (n = 64); however, it does not affect the peak response in the wild-type larvae (n = 60). (**d**) Treatment with SCH-23390, a D1-like receptor antagonist (20 μM) slightly attenuated the Light-OFF response in wild-types (n = 40), with no significant changes on the behavioral phenotype of *panx1a*^−/−^ animals (n = 40). e) Changes in the average TAD at the Light-OFF were compared between mutants under different treatments and wild-type larvae with no treatment. The graph illustrates that Haloperidol effectively rescued the Light-OFF phenotype of *panx1a*^−/−^larvae. Significance: *p -value < 0.05, ***p -value ≤ 0.001.

**Table 1:** The multivariate comparisons of VMR between Apo-treated and untreated larvae.

Typ of stimulus	Type of treatment	Control	Treatment (Apomorphine (50 µM))		
	Genotype Time bin	+/+: −/−	+/+	−/−	+/+: −/−
Light-ON	Before (−60-0 S)	3.43e^−07^	0.552	5.17e^−08^	0.901
	At (0–1 S)	0,615	0.078	3.14e^−06^	0.481
Light-OFF	Before (−60-0 S)	4.91e^−08^	2.18e^−03^	5.74e^−04^	9.16e^−03^
	At (0–1 S)	3.408e^−03^	4.86e^−03^	0.787	0.974

When the larval activity was analyzed during the second Light-OFF trail, differing patterns of effects were observed in the two groups. In the light period preceding dark (i.e., −60 to 0 sec), Apo (50 µM) markedly decreased activity in TL controls but did not significantly alter that in *panx1a*^−/−^ larvae (Fig. 7b). At the light offset (0 to 1 sec), similar behaviors occurred. Apo abolished the larval peak response to the sudden darkness in TL controls to the point that it resembled a mutant response. No significant difference was observed in the *panx1a*^−/−^ larvae Light-OFF peak response (Fig. 7b**;** All the *p*-values are given in Table 1).

The mean activity data suggested that changes in the lighting conditions affected the levels of activity of larvae given 50 µM Apo (Fig. 7a,b). While Apo treatment enhanced larval reaction to the sudden illumination (Light-ON) regardless of their genotypes, it suppressed larval response to the sudden darkness (Light-OFF) only in *panx1a*^+/+^.

Stimulation of D1/D2 dopaminergic signaling with Apo induced in *panx1a*^+/+^ larvae a *panx1a*^−/−^ like Light-OFF response. This result suggested a causal relationship between *Panx1a* function, augmentation of dopaminergic signaling, and the described behavioral phenotype. The class of dopamine receptor which modulated the Light-OFF component of the VMR was identified using D1- and D2-like dopamine receptor antagonists. Treatment with the D2-like receptor antagonist Haloperidol (20 μM) rescued the dopamine-induced Light-OFF response deficiency in mutants (n = 64; *p*-value < 0.001) (Table 2), with no significant effects in wild-type controls (n = 64; *p*-value = 0.27) (Fig. 7c). The D1-like receptor antagonist SCH-23390 (20 μM) did not affect the mutants’ peak response (n = 40; p-value = 0.76) and the Light-OFF response in wild-type control larvae (n = 40, p-value = 0.218) (Fig. 7d). A comparison of TAD at Light-OFF across different treatments showed that Haloperidol effectively rescued the Light-OFF phenotype of *panx1a*^−/−^ larvae (Fig. 7e). The results suggested a participation of D2-like receptors in dopamine-induced Light-OFF response deficiency observed in *panx1a*^−/−^ zebrafish larvae.

**Table 2:** The multivariate comparisons of the VMR (Light-OFF) for Haloperidol- and SCH-23390-treated larvae.

Type of treatment	Genotype Time bin	Control	Treated		
Antagonists		+/+: −/−	+/+	−/−	+/+: −/−
Haloperidol (20 µM)	Before (−60-0 S)	0.017	0.428	0.942	0.318
	At (0–1 S)	<0.0001	0.271	0.0001	0.825
SCH23390 (20 µM)	Before (−60-0 S)	0.018	0.972	0.998	0.857
	At (0–1 S)	0.017	0.218	0.999	0.238

### Loss of *panx1a* modifies brain wave frequency transitions in response to light

Changes to retinotectal circuitry were tested by recording local field potentials (LOF) in the optic tectum of immobilized 6 dpf larvae exposed to full-field light stimuli (Fig. 8a). In wild-type larvae, the peak in normalized power shifted from low frequencies (less than 10 Hz) to gamma frequencies (35–40 Hz) when the light was shut off, and larvae were exposed to darkness for 10 minutes (Fig. 8b). This response was abolished in *panx1a*^−/−^ larvae. Shifting from dark to light conditions gave identical results in peak power (Fig. 8b). Loss of *Panx1a*, as well as treatment of wild type larvae with 100 μM probenecid, an established blocker for pannexins, significantly reduced the changes in normalized power for both the low and gamma frequency ranges compared to control TL larvae (Fig. 8c, Table 3). Further, the treatment of wild-type larvae with 50μM apomorphine, the D1R/D2R agonist, created a significant change to transitions between low and gamma frequencies under light stimulus when compared to controls (Fig. 8c, Table 3). Our results demonstrated that targeting *Panx1a*, either with pharmacology or by gene-editing, or targeting dopaminergic synapses, caused a significant change in properties of the retinotectal pathway.

**Figure 8:**
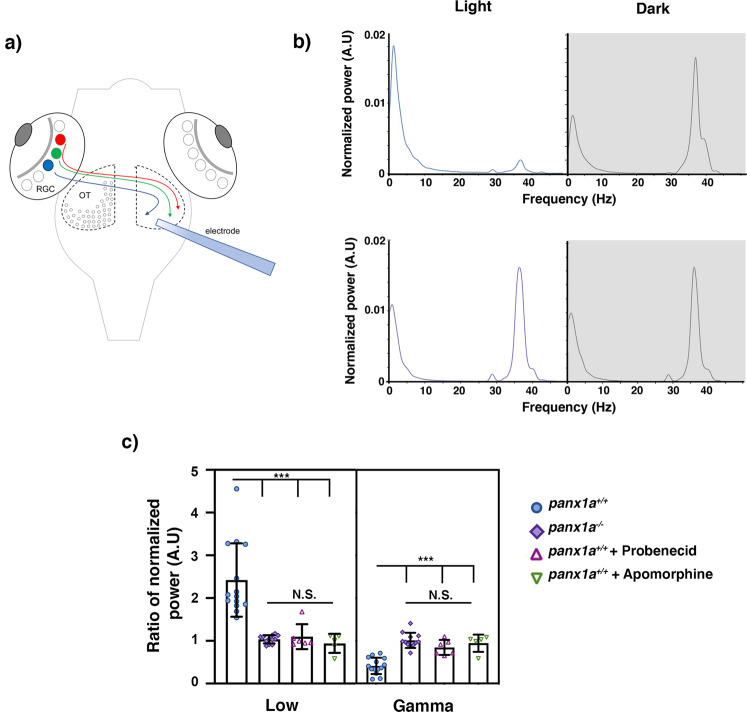
*Panx1a* modulates local field potentials in the optic tectum. (**a**) Outline of the recording setup showing the typical placement of electrodes in the optic tectum (OT) in a region where axons from retinal ganglion cells (RGC) terminate. (**a**) Examples of *in vivo* recordings from the optic tectum of a *panx1a*^+/+^ control during Light-ON. Normalized power for low (<10 Hzhz) and gamma frequencies (30–45 Hz) is detected. In Light-OFF a shift to gamma frequency power is observed (Grey). (**b**) This transition between in Light-ON (Purple) and Light-OFF (Grey) conditions is lost in *panx1a*^−/−^ larvae. (**c**) Quantification of changes in normalized power ratios for low (Left) and gamma (Right) frequencies in response to light conditions. Knocking out *panx1a* (n = 12) and blocking *Panx1a* with Probenecid (n = 6), or Apomorphine treatment targeting D1/D2 receptors (n = 5), results in a significant loss in the regulation of the transition of frequencies compared to *panx1a*^+/+^ (n = 15). Significance: n.s not significant, ***p -value ≤ 0.001.

**Table 3:** The t-Test of power spectral density between groups.

Frequency	Genotypes	Control	Apomorphine (50 μM)	Probenecid (100 μM)
Low	+/+: −/−	1.068e-05	−	−
	+/+	−	0.0016	0.0019
	−/−	−	0.225	0.511
Gamma	+/+: −/−	2.012e-08	−	−
	+/+	−	6.14e-05	1.65e-04
	−/−	−	0.524	0.082

## Discussion

Ablation of the *panx1a* gene caused profound differences of the transcriptome, visual-motor behavior, as well as vision-related neuronal network properties in the optic tectum of 6 dpf zebrafish larvae. The employed targeted gene knockout approach, transcription activator-like effector nucleases (TALEN), introduced a small deletion in exon4 of the *panx1a* gene. This mutation caused the generation of a truncated protein. The mutation was distinct from the previously reported *panx1a*^−/−^ model in which the start codon was targeted^23^, but better compared to the mouse knockout model with deletions of exons3 and 4, which was used previously to investigate sensory processes and learning and memory^9,28^. Similar to other rodents^29,30^ and the other zebrafish model^23^, the *panx1a*^−/−^ zebrafish are viable and fertile, with no apparent anatomical abnormalities or morphologic changes to the eyes.

All investigations were performed at 6 dpf when the subdivisions of the brain and sensory systems have formed, and excitatory glutamatergic neurons, inhibitory GABAergic interneurons, astrocytes, and microglia required for normal excitatory discharges within neuronal networks are functional^31–33^. 

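Of the 12797 genes tested, 2770 had an adjusted p-value below 0.05, or 21.6%. This share was 19.2% when no gene was filtered for low counts, 30.3% with the replicate number as a block, and 12.8% with library size as the only scaling. DESeq2 gave 31.4% and edgeR's exact test 31.0%. In edgeR's quasi-likelihood test, the share was 7.45% when a fold change above 2.5 was also required, and 0.399% with an unadjusted p-value below 0.0001. It ranged from 0.0233% to 36.4% when a library was left out.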

The transcriptome analysis demonstrated that loss of *panx1a* effectively altered transcription of almost 20% of all expressed genes. The observed expression regulation was consistent with the known expression profile of *panx1a* across multiple organ systems^18–20^. Vision-related processes and the development of the eye, or the transportome, a collective term referring to proteins facilitating transport to and across membranes, which includes ion channels, purinergic and neurotransmitter receptors, solute carrier (SLC) transporters were affected^34^. These transcriptional changes are noteworthy and substantiate the role of *panx1a* as a significant molecular hub, which was proposed previously from interactome studies^35^. 

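Among the solute carrier genes, 25 were upregulated and 38 downregulated of 274 tested (23.0%), against 21.6% of the other genes (two-sided Fisher's exact test, p = 0.604, adjusted over 7 lists 0.604; with the replicate number as a block, adjusted p = 1). Channel and receptor genes, taken by symbol from the purinergic receptor, voltage-gated channel, TRP channel and neurotransmitter receptor families, were upregulated in 14 and downregulated in 15 of 152 cases. The downregulated part was 9.87%, against 11.8% of the other genes (two-sided Fisher's exact test, p = 0.528, adjusted 0.604; with the block, adjusted p = 0.111). The median log2 fold change was −0.09 over this list, and it was 0.12 with library size as the only scaling. Of 7 purinergic receptor genes tested, 2 were downregulated and 0 upregulated, the latter also at an unadjusted p-value below 0.05, with a median log2 fold change of −0.87. Of 20 potassium channel genes, 4 were downregulated and 1 upregulated, and of 13 sodium channel genes 0 were called, with 3 at an unadjusted p-value below 0.05. Among 21 calcium channel genes, 1 was downregulated and 2 upregulated, and among 17 TRP channel genes, 3 were downregulated and 1 upregulated.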

Moving forward the transcriptome study opens windows of opportunity to study the diverse mechanism dynamically regulating Panx1 channel function, such as elevated extracellular K^+^^36^, or the interaction with purinergic^37,38^, NMDA^39,40^, or α1-adrenergic receptors^41,42^.

The regulation of genes known as primarily located in the pre- and postsynaptic compartments of dopaminergic synapses provide for the first-time evidence that ablation of *Panx1a* alters dopaminergic signaling and that this change was consequential for behavioral outcomes. Cellular effects driven by the loss of *Panx1a* functions reduced the navigational competence of larvae in a dark environment, as well as response to the sudden darkness. This response was reproduced in wild type larvae through pharmacological activation of D1-/D2-like dopaminergic receptors and rescued in mutants by treatment with the D2-like receptor antagonist Haloperidol. The visual-motor behavioral assay (VMR) allowed measuring the responsiveness of zebrafish larvae to changes in light intensities^43^. This responsiveness requires an intact retina^44^, and photoreceptor populations with distinct spectral properties^45^. The advantage of this test compared to the optokinetic reflex test (OKR) is that it allows extracting behavioral responses caused by changes in the retinal ON and OFF pathways. A limitation of the VMR test is that at 6 dpf it does not discriminate between rod and cone responses^46^ since rod photoreceptors are not functional in zebrafish until 15 dpf ^47,48^. Altogether, we propose that the altered behavior of *panx1a*^−/−^ larvae in a dark environment and during light/dark transitions is caused by *Panx1a* modulating visual inputs through D2-like dopaminergic receptors signaling. In line with this proposal is that a recent study reported Panx1 channel activity currents only in the OFF-type retinal ganglion cells (RGCs)^28^, the neurons responsible for detecting light decrement. Beyond the visual system, a recent behavioral study in Panx1 knock out mice showed that loss of Panx1 induces difficulties in motor control and changes of the sleep-wakefulness cycle. The authors suggested deficiencies in adenosine and other signaling pathways were causing the reported deficiency^49^.

Local field potentials were recorded *in vivo* from superficial layers of the optic tectum (OT) to capture changes caused by *Panx1a* modulating visual inputs. Using full-field Light-ON and Light-OFF stimuli, we demonstrated that the neuronal circuitry of 6 dpf larvae responded to light changes with a flexible transition through various brain wave frequencies. This transition is altered in *panx1a*^−/−^ larvae, and reproduced by pharmacological blocking of *Panx1a*, or by treatment with the D1/D2 receptor agonist apomorphine. This result suggests that *Panx1a* affects the role of the optic tectum in modulating the processing of sensory information received from inputs from the retina and that dopaminergic signaling plays a role in this change. This conclusion is consistent with the role of the OT in constructing an image of the physical surroundings, integrating visually acquired information with motor inputs and outputs to initiate appropriate behavioral responses or changes thereof as quantified in this study.

At the level of detail provided here, no simple conclusion can be offered, which explains the full spectrum of differences caused by the ablation of the *panx1a* gene. We speculate that the phenotype is initiated by impaired levels of ATP and adenosine. The results shown here advocate for a role of *Panx1a* in the developmental plasticity of the visual system in a way similar to the plasticity of cortical neurons in Panx1^−/−^ mice^50^. In the retina, from 48 h post-fertilization, RGCs begin to connect with the neuropil of the optic tectum and by 3 dpf retinal stratification is well established^51^. At 3 dpf the optokinetic response is already established, by 5 dpf larvae are capable of tracking and capturing prey, and by 8 dpf the optic tectum is structurally and functionally relatively mature^52^. The size of the visual receptive fields increases from 4 dpf to 6 dpf and then refines to the same size as that at 4 dpf by 8–9 dpf^53^. During this critical developmental period, excitatory components start dominating while GABAergic responses most likely switch from depolarizing to hyperpolarizing currents, making functional pruning of feedforward inputs most likely the most critical factor in receptive field refinement. Input to the optic tectum derives from the retina, striatum, or hypothalamus^54,55^. The superficial layers recorded from in this study receive input from the retina^55^. They are distinct from dopaminergic input from the striatum and the hypothalamus connecting to deep layers of the optic tectum. In the retina, dopamine has long been known to play important modulatory roles in the vertebrate visual system^56–59^. *Panx1a* in the zebrafish retina is located in HCs-cones synaptic complexes^20^, in proximity to TH expressing neurons^19^, where different neurotransmitters like ATP and dopamine act to fine-tune the conductance between cone and HCs. In the darkness, a steady inflow of cations keeps photoreceptors relatively depolarized. Glutamate is released continuously from cones in the synaptic space between cones and HCs. Dopamine increases the conductance of the glutamatergic synapse between cones and HCs through a D1R-mediated mechanism^60^, leading to depolarization of HCs^57,61^. Noteworthy, when HCs are depolarized, in the dark, the Panx1 channel is maximally active and releases ATP into the synaptic cleft, by means of which it participates in sending inhibitory feedback to cones^22,23^. The negative feedback from HCs to cone photoreceptors generates the center/surround organization of bipolar cell receptive fields and is crucial for visual phenomena like contrast enhancement and redundancy reduction^23^.

The vision centric investigation of molecular, electrophysiological, and behavioral properties of *panx1a*^−/−^ zebrafish larvae has uncovered a novel association between *Panx1a* in the integration of sensory-motor behavior through modulation of dopaminergic signaling. We acknowledge that beyond the scope of this study, *Panx1a* could also play other roles in the nervous system, perhaps in neural plasticity transcending a range of spatio-temporal scales which serve non-sensory functions in the motor system, or cognitive functions, such as affecting learning, and memory in mice^9^. The panx1a^−/−^ model will provide a versatile platform for future investigation of these knowledge gaps using genetic, pharmacological, and behavioral phenotyping.

## Methods

### Fish Husbandry and embryo collection

Zebrafish (*Danio rerio*) of strain Tupfel long fin (TL) were used to generate the *panx1a*^−/−^ mutant line^62^. The fish were maintained in a recirculation system (Aquaneering Inc., San Diego, CA) at 28 °C on a 14 hours light/ 10 hours dark cycle. Experiments and procedures with animals were performed at York Universities zebrafish vivarium, according to the CACC guidelines of the Canadian Council for Animal Care (CCAC) after approval of the protocol by the Animal Care Committee (ACC) (GZ#2014-19 (R3). The number of experiments, including zebrafish larvae, was kept to the necessary minimum. The York University Biosafety Committee (YUBC) approved all other experiments (Permit#04-11).

### Generating ***panx1a*** mutant by TALENs

Potential TALENs target sites on *panx1a* (NM_200916.1) were identified using the Mojo Hand software (http://talendesign.org)^63^. Sequence-specific TALEN constructs were assembled using Golden Gate cloning methods^64,65^. A detailed description of the design, preparation, and activity screening of TALENs, as well as microinjection procedure and validation of knockout lines, are provided in the Supplementary Information.

### RNA extraction and RT-qPCR

Total RNAs were extracted from 6 dpf larvae using RNeasy Plus Mini Kit (Qiagen). The iScript Reverse Transcription Supermix (Bio-Rad Laboratories, Mississauga, Canada) was used to reverse transcribe 1 µg of total RNA. The cDNA equivalent of 15 ng total RNA was analyzed in triplicate by quantitative Real Time-PCR using the SsoAdvanced SybrGreen PCR mix (Bio-Rad). All experiments included a melt curve analysis of PCR amplicons generated in each reaction. Raw cycle threshold values (Ct-values) were exported from the CFX Manager Software (Bio-Rad, Canada), and the relative gene expression was calculated using the Relative Expression Software Tool (REST-2009)^66^. Gene information and primer sequences are listed in Supplementary Table S4.

### Transcriptome analysis

The RNA library preparation was performed following the NEB NEBNext Ultra II Directional RNA Library Preparation protocol (New England Biolabs Inc., Ipswich, MA, USA). RNA libraries were loaded on a Bioanalyzer 2100 DNA High Sensitivity chip (Agilent Technologies) to check for size, quantified by qPCR using the Kapa Library Quantification Illumina/ABI Prism Kit protocol (KAPA Biosystems, Wilmington, MA, USA). Pooled libraries were paired-end sequenced on a High Throughput Run Mode flow cell with the V4 sequencing chemistry on an Illumina HiSeq. 2500 platform (Illumina, Inc., San Diego, CA) following Illumina’s recommended protocol to generate paired-end reads of 126-bases in length. The post-sequencing processing to final read counts, normalization, and differential gene expression analysis used multiple software packages, including a two-condition differential expression analysis using the edgeR R-package, v.3.8.6 (http://www.bioconductor.org/packages/release/bioc/html/edgeR.html)^67,68^.

### Behavioral assays

The Zebrabox behavior system and the ZebraLab analytical suite was used for automated observation and video tracking of 6 dpf zebrafish larvae in 48-well plates (ViewPoint Life Technology, Lyon, France; http://www.viewpoint.fr). The visual-motor response (VMR) assay was based on the configurations established elsewhere^43^. Typically, the activities of 48 larvae were recorded simultaneously. Data were collected from video frames at 1-second intervals. For VMR, we analyzed the period from 1 min before the light change to 1 min after the light change (−60-0 sec; 0–1 sec; 1–60 sec) to capture the larval response to abrupt light change. Both assays are described in detail in the online Supplementary Information. All experiments were performed between 12:30 to 4 pm, as larvae (6 dpf) activity was previously reported to reach a stable level by early afternoon^69^.

### *In-vivo* electrophysiology

Published procedures were used to prepare anesthetized zebrafish larvae (6 dpf) for *in vivo* electrophysiology^70^. Microelectrodes were back loaded with 2 M NaCl, and local field potentials were recorded using an Axiocamp 700B amplifier (Axon Instruments, San Jose, CA, USA). Typically, microelectrodes had a resistance of 2–7 M. They were placed into the optic tectum. Recordings were low-pass filtered at 1 kHz (-3 dB; eight-pole Bessel), high-pass filtered at 0.1–0.2 Hz, digitized 10 kHz using a Digidata 1550 A A/D interface, and stored on a PC computer running pClamp11 software (Axon). The basal activity was recorded for 10 minutes under LIGHT-on Light-ON conditions. The basal activity during LIGHT-off Light-OFF was recorded for another 10 minutes. In some experiment’s zebrafish larvae were pre-incubated for 1 hr with 100 µM Probenecid. During recordings, probenecid was present in the bath solution.

### Pharmacology

All the chemicals were purchased from Sigma-Aldrich (Mississauga, Canada): R-(−)-apomorphine hydrochloride hemihydrate (cat#A4393), Probenecid (cat#P8761), Pancuromium bromide (cat#P1918), Ethyl3-aminobenzoate methanesulfonate (MS-222; A5040), R(+)-SCH-23390 hydrochloride (cat#D054), and Haloperidol (cat#H1512).

### Statistics

Unless otherwise stated, all statistical analyses were performed in R software version 3.4.0 (http://www.r-project.org), and results are represented as the mean ± standard error of the mean (SEM) of 3 repeated experiments. A *p*-value < 0.05 was considered statistically significant. The average values for protein assays, cell count, electrophysiology data, traveled distance and velocity, were compared between two groups using Student’s *t*-test (with equal variance) or Welch’s *t-*test (without equal variance) as indicated. Details of procedures and software packages used can be found in the Supplementary Information section.

## Supplementary information

Supplemental information.

## Data Availability

RNA-seq expression data have been deposited at the NCBI Gene Expression Omnibus (GEO) database (GSE147068).

# Supplementary material for: Visuomotor deficiency in panx1a knockout zebrafish is linked to dopaminergic signaling
**Source:** Sci Rep. 2020 Jun 12;10:9538. doi: 10.1038/s41598-020-66378-y
**Supplement:** Supplementary file 1 — Supplemental information.

## **Visuomotor deficiency in *panx1a* knockout zebrafish is linked to dopaminergic signaling**

## Nickie Safarian, Paige Whyte-Fagundes, Christiane Zoidl, Jörg Grigull, Georg Zoidl^*^

## Department of Biology, York University; Toronto, Ontario, M3J1P3; Canada

## Nickie Safarian

## Paige Whyte-Fagundes

## Christiane Zoidl

## Georg Zoidl

## Department of Mathematics and Statistics, York University; Toronto, Ontario, M3J1P3; Canada

## Jörg Grigull

## Center of Vision Research, York University; Toronto, Ontario, M3J1P3; Canada

## Nickie Safarian

## Paige Whyte-Fagundes

## Georg Zoidl

## **Supplementary Information**

**TALEN Design -** Potential TALENs target sites on *panx1a* **(**NM_200916.1) were identified using Mojo Hand software (<http://talendesign.org>) ^1,2^. The following criteria were used for TALEN design: TALENs target sites were 15-17 bases long with an initial 5’ T nucleotide to the TALE domain. The spacer length was restricted to 15-16 base pairs. Target sites with a unique restriction enzyme sequence located in the middle of the spacer sequence were selected to simplify screening for insertion-deletion (indel) mutations. The specificity of selected TALENs target sequences was determined using the BLAST interface build into the Mojo Hand software.

**TALEN Constructs -** The TALEN constructs were synthesized in Dr. Stephen Ekker’s lab (Mayo Clinic Cancer Center, Rochester, MN). Briefly, TALEN assemblies of the RVD-containing repeats were conducted using the Golden Gate approach ^3^. Once assembled, the TALE repeats were cloned in the pT3TS-GoldyTALEN expression vector ^4,5^. TALEN expression vectors were linearized with the *Sac*I restriction endonuclease (ThermoFisher Scientific, Canada) for 15 min at 37°C, and used as templates for *in vitro* transcription. Capped cRNAs were synthesized from TALEN pairs mixed 1:1 using the mMESSAGE mMACHINE T3 Transcription kit (Life Technologies, Canada). The mixture of the two TALEN cRNAs was purified using the Oligotex mRNA Mini Kit (Qiagen Inc., Toronto, Canada). TALEN cRNAs were diluted in DNase/RNase-free water (Life Technologies) to the final concentration of 1 µg/μL and stored at −80 °C before microinjection.

**TALEN Activity Screening -** One-cell stage zebrafish embryos were injected with TALEN cRNAs pair at doses ranging from 30-100 pg/nl. The toxicity of the injected cRNAs was determined at 24 hours post fertilization (1dpf) by calculating the proportion of healthy, dead, and malformed embryos at each dose. The condition resulting in more than 50% post-injection survival was selected for further injections. Genomic DNA (gDNA) was extracted from groups of 10 injected embryos at four days post-fertilization (4dpf) To examine the TALEN mutagenesis efficiency. Briefly, the individual larva was incubated in 100mM NaOH at 95$\boldsymbol{℃}$ for 15 min. After cooling to room temperature, the one-tenth volume of 1 M Tris (pH8.0) was added to the extracts to neutralize the NaOH ^6^. Finally, 1 volume TE buffer pH8.0 was added, and gDNAs were stored at -20$\boldsymbol{℃}$. A small indel mutation screen used PCR followed by *AfeI* restriction enzyme (RE) digest. Indel mutations were confirmed by sequencing (Eurofins Genomics LLC, KY, USA) of gel-purified PCR products cloned into the pJet1.2 cloning vector (Life Technologies.

**Generation of *panx1a^-/-^* Zebrafish –** Adult *panx1a* knock-out zebrafish (F0) were anesthetized in pH-buffered 0.2mg/ml ethyl3-aminobenzoate methane sulfonate solution (MS-222, Sigma-Aldrich). The caudal fin (2 mm of the end) was removed using dissecting scissors (WPI Inc., FL, USA) and placed into 1.5 ml collecting tubes. The fin gDNA was isolated and screened for indel mutations as described ^4^. Adult F0 zebrafish with a mutation in the *panx1a* gene were out-crossed to wild-type (WT) TL zebrafish and, F1 offspring were analyzed by PCR and *AfeI* digestion to verify germline transmission of mutations. Heterozygous (*panx1a*^+/-^) F1 mutants were in-crossed to establish homozygous F2 *panx1a*^-/-^ mutants. All experiments described were performed with progenies of the *panx1a* ^-/-^ F3 generation.

**Western blot and confocal microscopy -** Neuroblastoma 2a (Neuro2a; ATCC-CCL-131) cells were maintained using standard growth conditions and used for *Panx1a* expression and localization studies ^7^. Primary antibodies were anti-tyrosine hydroxylase (*th*, 1:500; Sigma-Aldrich cat# SAB2701683, Canada) and mouse anti-β-actin (*actb*, 1:1,000 dilution, cat# clone AC-40, Sigma-Aldrich). The IRDye 800cw or 680RD secondary antibodies (LI-COR Biosciences, St. Lincoln, NE, USA) were diluted 1:15,000. Signals were detected using an Odyssey CLx imaging system (LI-COR Biosciences). Confocal images of transfected cells were processed with LSM-ZEN software (Zeiss LSM700 system; Carl Zeiss MicroImaging, Oberkochen, Germany) using a Plan-Apochromat 63x/1.40 Oil DIC M27 oil immersion lens.

**Immunohistochemistry –** Adult zebrafish were humanely euthanized in MS-222 solution (0.02% w/v, Sigma-Aldrich). Eyes were removed and fixed in 4% paraformaldehyde (PFA) in 1xPBS overnight at 4^o^C, followed by cryoprotection in 30% sucrose in 1xPBS. After embedding in Tissue-Tek O.C.T compound 10µm sections were cut on a cryotome (Thermofisher). Samples were washed three times for 5 min with 1xPBS containing 0.1% Tween-20 (PBST) at RT. Unspecific binding sites were blocked with freshly prepared 5% normal goat serum (NGS, Sigma-Aldrich) in PBST for 4hr at 4$℃$. Following blocking, samples were incubated with primary antibody (1:100, affinity-purified rabbit anti-*panx1a* antibody, code#ZOI-A2, Davids Biotechnologie GmbH; 1:500, anti-PSD-95, #clone 7E3-1B8, Sigma-Aldrich) overnight at 4℃. Subsequent washes with PBST were for one hour at 4$℃$. Alexa 488 and Alexa 546 goat anti-rabbit/mouse secondary antibodies (1:3,000 in 1% NGS PBST, Life Technologies) was applied for one hr at RT$℃.$ After 3 washed with PBST followed by one wash with PBS, specimens were mounted in on microscope slides using ProLong Antifade with DAPI (Thermofisher). Confocal images were collected using LSM-ZEN2 software (Zeiss LSM700 system; Carl Zeiss MicroImaging, Oberkochen, Germany) with a Plan-Apochromat 63x/1.3 oil DIC M27 objective using the identical settings.

**Whole-Mount Immunohistochemistry –** Larvae at 3dpf were chosen over 6dpf larvae because of more efficient antibody penetration and low pigmentation. At this stage all layers of the retina are fully developed ^8^. The larvae were euthanized in MS-222 solution (0.02% w/v, Sigma-Aldrich) and fixed in 4% paraformaldehyde (PFA) in 1xPBS overnight at 4$℃$. Samples were washed three times for 5 min with 1xPBS containing 0.1% Tween-20 (PBST) before a permeabilization step with pre-chilled acetone for 20 min at -20$℃$. Unspecific binding sites were blocked with freshly prepared 10% normal goat serum (NGS, Sigma-Aldrich) in PBST for 4hr at 4$℃$. Following blocking, samples were incubated with primary antibody (1:200, affinity-purified rabbit anti-TH antibody, Sigma-Aldrich cat# SAB2701683) for 2-3 days at 4℃. Subsequent washes with PBST were for 5 hours at 4$℃$. Alexa 488 goat anti-rabbit secondary antibody (1:500 in 1% NGS PBST, Life Technologies) was applied for 48 h at 4$℃.$ Specimens were infiltrated with 75% glycerol in 1xPBS, mounted on microscope slides using 0.8% low melt point agarose (BioShop, Canada). Images were acquired using a Plan-Apochromat 20X/0.8 objective and were processed using Zeiss LSM-ZEN software and the Fiji program ^9^. The brightness and contrast of the images were adjusted using the Fiji program. Whole retinas were positioned laterally, or flat, and Z-stack images taken. The data were stored and used for off‐line analysis. When indicated, z-stacks were deconvoluted using the ImageJ plugins Iterative Deconvolve3D and Diffraction PSF3D ^10^. The large cell bodies of tyrosine hydroxylase stained cells ^11-13^ were counted manually by two individuals. Data were expressed as mean ± SD. Non-injected larvae or excluding the primary antibody served as controls.

**Behavioral Assays** – Larvae were tested at 6dpf using a Zebrabox behavior recording system (ViewPoint Life Technology, Lyon, France; <http://www.viewpoint.fr>), and the Zebralab software (ViewPoint Life Technology, Lyon, France; <http://www.viewpoint.fr>). Tracking videos were recorded at 30 frames per second (fps) under infrared light illumination using a Point Grey Research Dragonfly2 DR2-HIBW. A lightbox provided infrared (for Light-OFF recording) or visible light (for Light-ON recording). All experiments were performed at 28^o^C. At least three independent experiments were performed for each assay type.

**Freely swimming behavior assay** – Larval swimming activity under constant Light-ON/OFF conditions was tested using 48-well plates. Larvae were adapted to the environment for 3hrs before recording begins. For tracking in light, larvae were adapted to ambient light (30% of final output intensity). For tracking in the dark, larvae were acclimatized to darkness (0% of final output intensity) for 3hrs. Next, locomotor behavior was tracked for 60 min. For analysis of locomotion, three thresholds were defined: slow (<2mm), medium (2-20mm), and fast (>20mm). The mean traveled distance (mm) and velocity (mm/sec) in two swim speeds (medium and fast) was used for statistical analysis.

**The visual-motor response (VMR) assay** – The VMR assay was implemented as reported ^14^. Larvae in 48-well plates were adapted to darkness (Light OFF) for 3hrs. After dark adaptation, baseline locomotion was recorded. Then, three trials of alternating light onset (Light ON) and light offset (Light OFF) periods with each period lasting 30 minutes, for a total of 180 min, followed. The Light-ON stimulus was set to 100%, and the Light-OFF stimulus was set at 0% of the final output intensity. In the Quantization mode of the Zebralab software threshold settings for activity detection in successive video frames were defined as no movement (<6), medium (6-20), activity burst (>20). Activity data were collected per second, with periods selected for analysis outlined in results.

**Principal Component Analysis -** VMR data represent seven variables: the counts and the duration of time larvae spend performing each of the three predefined swimming parameters (i.e., freeze, scoot, and burst) plus the total activity duration (TAD). In order to unambiguously evaluate the nature of behavioral responses to visual stimuli, the multiple components were disentangled by a principal component analysis (PCA) using the "FactoMineR” and “factoextra" packages. First, the PCA scores were Varimax rotated in accord with the standard PCA approach ^12^. The orthogonal configuration of varimax rotation guarantees the different components are uncorrelated, thus each represents an independent behavioral pattern. The resulting values termed "eigenvalues" signify the amount of variance explained by each of the components. To visualize and compare the size of the eigenvalues we used Scree plots. Only the first two components were retained for further interpretation since their eigenvalues were greater than 1 and they accounted for more than 90% of total variance in the data. Next, the variables contribution percentage to each of the two retained components were computed and plotted. The most informative variable, "TAD", was compared between groups using nonparametric rank-based exact multiple contrast testing and simultaneous confidence intervals (MCTP/ SCI) (*nparcomp* package; <http://www.R-project.org>). Mean TAD values of the entire test period were plotted to show control and mutant larvae activity patterns. The activity data from 1 min before (-60 sec) to 1 min after (+60 sec) light changes were plotted separately to visualize the locomotor activity differences of the two genotypes upon after abrupt light switches. To visualize the effects of different drugs treatments on "frect" and "TAD" of larvae upon light switches, we used line charts. The baseline activity (from 1 min before light switches) were used to compare the amount of change occurring in any of the two mentioned activity features during the first 1 second after light switches.

**Electrophysiology** - Zebrafish larvae (6dpf) were anesthetized using 0.02% MS222 and 0.3mM of Pancuronium bromide (both Sigma-Aldrich). Anesthetized larvae were immobilized in freshly prepared 1.2% low melting temperature agarose. An Olympus dissecting microscope was used to orient larvae in agarose so that the dorsal aspect was exposed to the agarose gel surface. Embedded larvae on the sample holder were placed on the upright stage of an Olympus BX51 fluorescence microscope. 2mL of egg water (pH 7.2-7.4) was applied to the agar topically. Under direct visual guidance, a glass microelectrode (1.2mM OD, approximately 1µM tip diameter, 2-7MΩ) was placed into the optic tectum. Microelectrodes were back loaded with 2M NaCl. Electrical activity was recorded using a Multiclamp 700B amplifier (Axon Instruments, San Jose, CA, USA). Voltage recordings were low-pass filtered at 1kHz (-3 dB; eight-pole Bessel), high-pass filtered at 0.1 Hz, digitized 10 kHz using a Digidata 1550A A/D interface, and stored on a PC computer running pClamp11 software (all Axon Instruments). The basal activity was recorded for 10 minutes under Light-ON conditions (1000 lux), during which images of the electrode placement were taken. Then, basal activity was recorded for another 10 minutes with Light-OFF. For analysis purposes, activity during dark conditions was taken from a window in the last 2 minutes of the recording to ensure appropriate adaptation to the change in light stimulus. For drug exposure, zebrafish larvae were pre-incubated in solutions containing 100µM Probenecid for 1 hour. Probenecid was also added to both the agar and recording solution in order to keep steady concentrations.

**Supplementary Figure**

**Supplementary Fig. S1.** Whole-mount immunohistochemistry of 3dpf a) *panx1a^+/+^* and b) *panx1a^-/-^* larva. *Panx1a* immunoreactivity was identified in a region associated with horizontal cells (HCL) adjacent to the photoreceptor cell layer (PCL) (top left). In sagittal sections arrows indicate the position of the ganglion cell layer (GCL), inner nuclear layer (INL), and outer nuclear layer (ONL). Reduced *Panx1a* immunoreactivity was found in the outer retinal layer of 3dpf *panx1a^-/-^* larva only when brightness of the image was enhanced. The significant fluorescence observed in the sclera-choroid region was attributed to *Panx1* expression in this vascular-rich zone, or the cross-reactivity of the antibody, most likely with collagen fibers produced by endothelial cells. Note that images in a) and b) were collapsed from three 0.64-µm-thick optical sections. Scale bar: 25µm c) Sagittal section of an age-matched eye of a *panx1a^+/+^* larva. Tyrosine hydroxylase-immunoreactivity (*th*) was detectable across multiple layers. The arrow indicates the body of a *th*-immunoreactive cell in the inner nuclear layer. Scale bar = 30µm. Horizontal sections in d) and e) derive from a z-stack representing a *panx1a^-/-^* eye. Arrows point at the position of *th*-positive cell bodies located in the inner nuclear layer. Scale bar top and bottom = 20µm. In c) to e) *th*-immunoreactivity was speckled across multiple layers in a similar way as described for *th*-positive cells in higher vertebrates ^13^. Note that all images in c) to e) represent single 0.83-µm-thick optical sections after deconvolution.

**
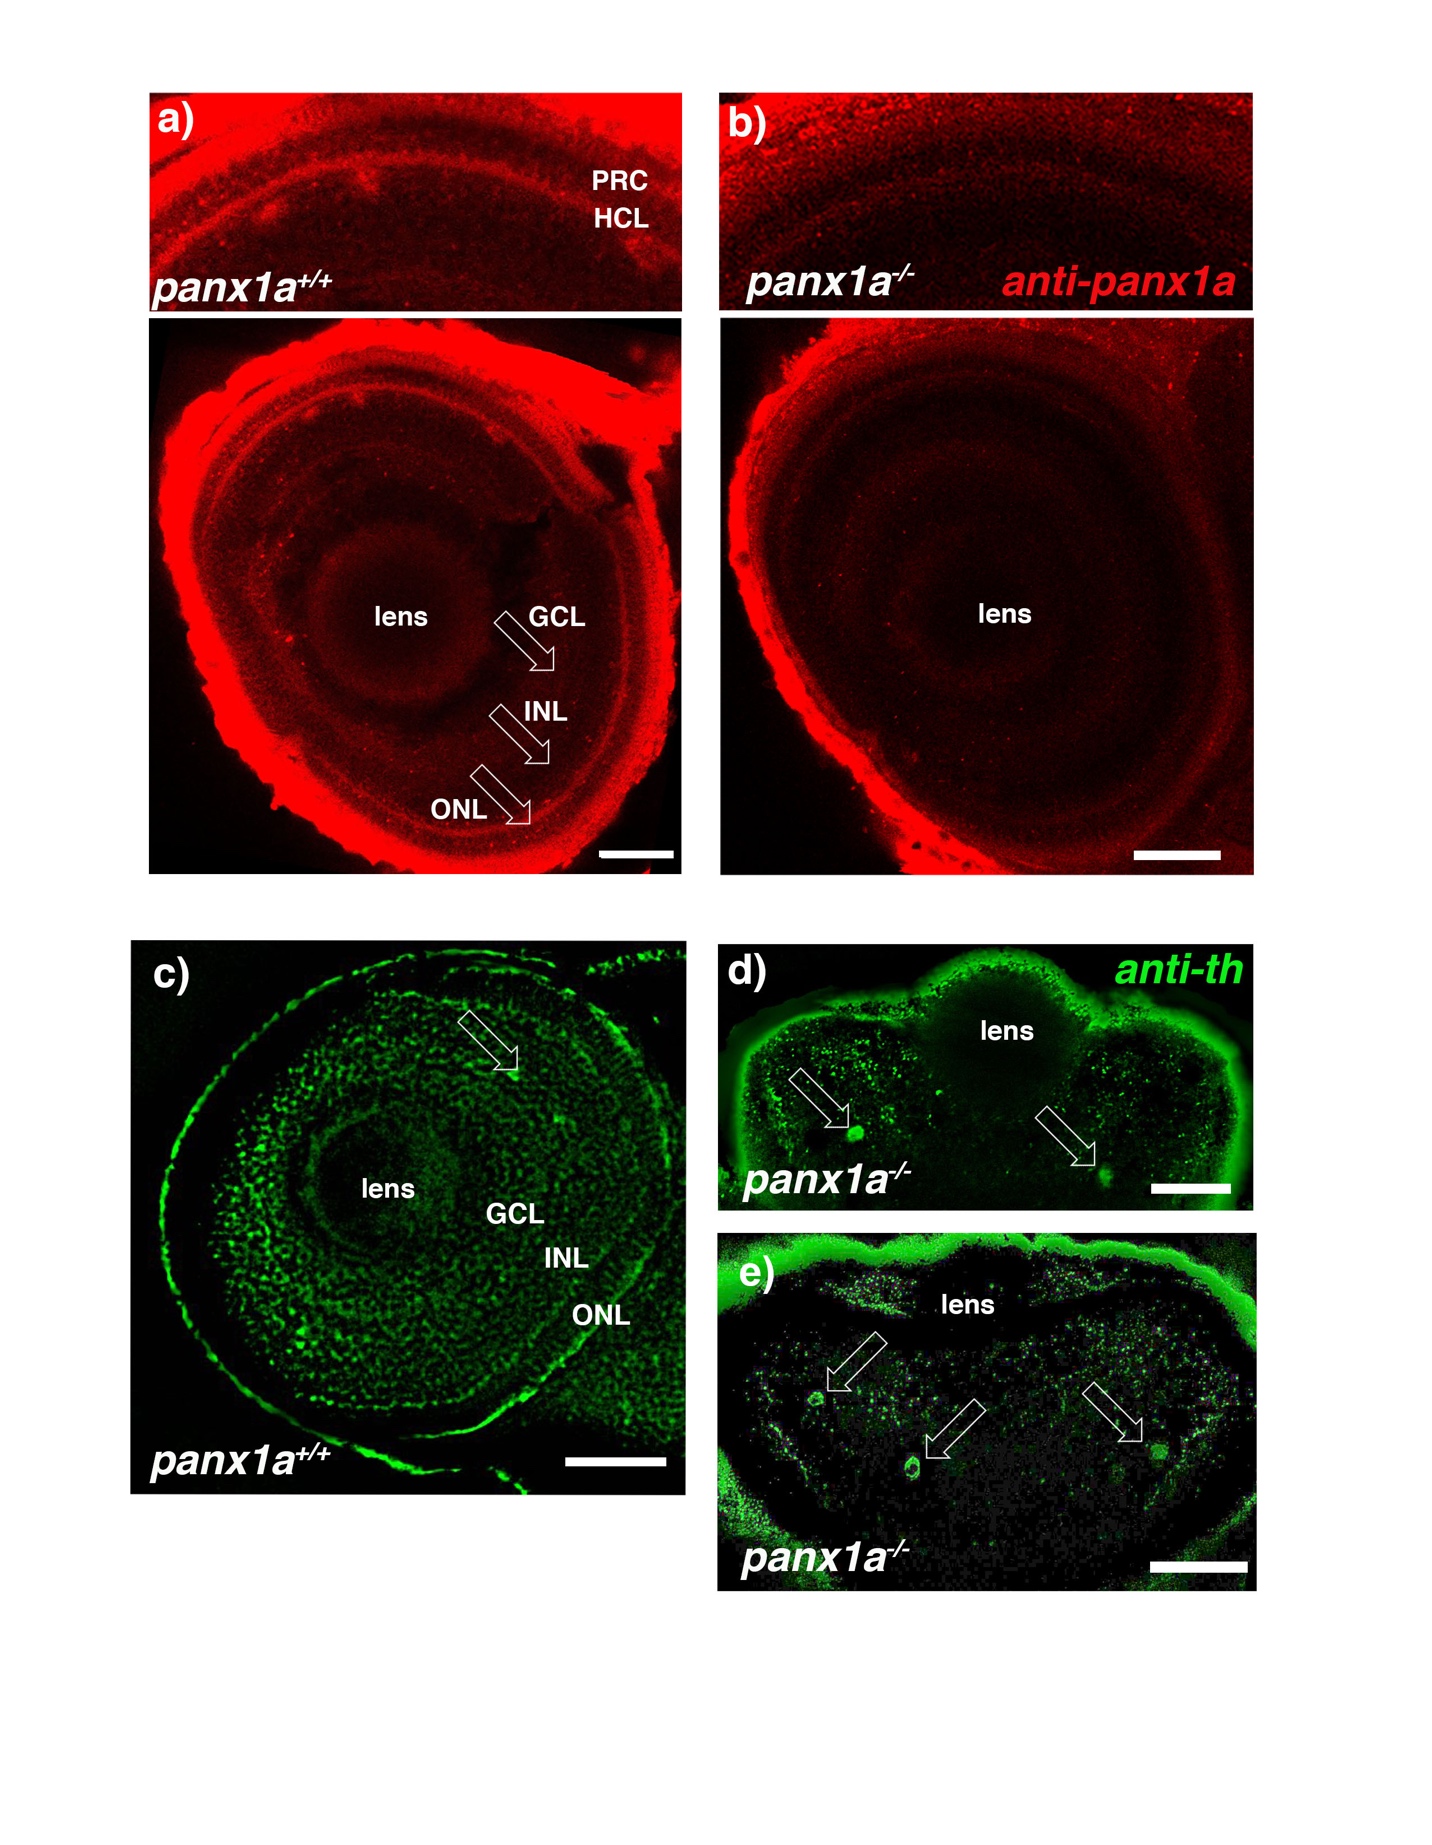
**

**Supplementary Fig. S2. *Apomorphine Dose-Response Test***

Apomorphine administration had dose-dependent effects on locomotion in Light-ON (a) and Light-OFF conditions (b). a) Doses in the 0.1µM to 10 µM range significantly decreased larval activity in light (p-value<0.001). Doses in the 20µM and 50 µM range did not significantly alter locomotion. b) In the dark, significant changes in activity levels were detected after treatment with a low dose (1 µM; p-value=0.02) and a high dose (50 µM; p-value=0.043). TAD data are presented as mean activity ± SEM, n = 24/dose (*p ≤ 0.05; ***p≤ 0.001).

*
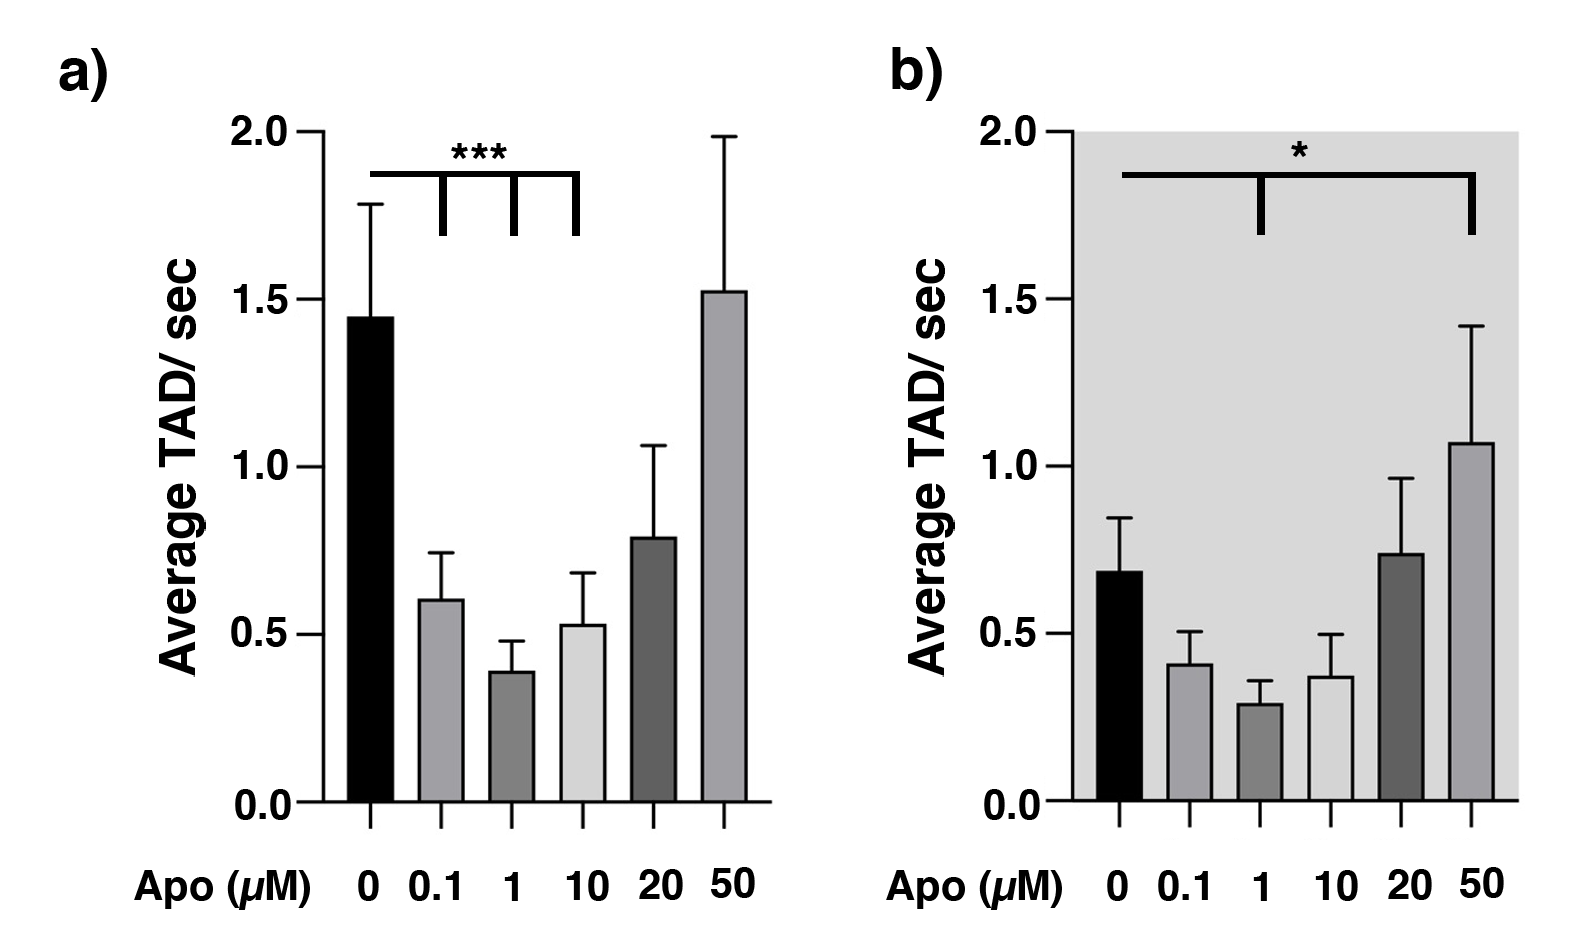
*

**Supplementary Tables**

**Supplementary Table S1a.** *GO annotation for upregulated genes.*

| **Reactome pathways** | ***Danio rerio* (REF)**  **#** | **upload**  **#** | **Fold Enrichment** | ***p*-value** |
| --- | --- | --- | --- | --- |
| **Unclassified** | 16859 | 475 | 0.86 | 0 |
| **The phototransduction cascade** | 44 | 16 | 11.13 | 0.000000054 |
| **Inactivation, recovery and regulation of the phototransduction cascade** | 42 | 15 | 10.93 | 0.000000273 |
| **Visual phototransduction** | 92 | 18 | 5.99 | 0.0000166 |
| **Processing of Capped Intron-Containing Pre-mRNA** | 242 | 26 | 3.29 | 0.000716 |
| **mRNA Splicing** | 194 | 22 | 3.47 | 0.0024 |
| **Activation of the phototransduction cascade** | 14 | 7 | 15.31 | 0.00371 |
| **mRNA Splicing - Major Pathway** | 185 | 20 | 3.31 | 0.0135 |
| **Gene expression (Transcription)** | 803 | 51 | 1.94 | 0.0232 |
| **G alpha (i) signalling events** | 341 | 28 | 2.51 | 0.0412 |

**Supplementary Table S1b.** *GO annotation for downregulated genes.*

| **Reactome pathways** | ***Danio rerio* (REF)** | **upload**  **#** | **Fold Enrichment** | ***p*-value** |
| --- | --- | --- | --- | --- |
| **Unclassified** | 16859 | 902 | 0.8 | 0 |
| **Developmental Biology** | 395 | 73 | 2.78 | 7.25E-10 |
| **Metabolism** | 1825 | 205 | 1.69 | 4.95E-09 |
| **Axon guidance** | 303 | 52 | 2.58 | 0.0000174 |
| **Neutrophil degranulation** | 497 | 71 | 2.15 | 0.000048 |
| **MET promotes cell motility** | 54 | 19 | 5.29 | 0.00011 |
| **MET activates PTK2 signaling** | 37 | 16 | 6.5 | 0.000123 |
| **Signaling by MET** | 98 | 25 | 3.83 | 0.00021 |
| **Hemostasis** | 500 | 69 | 2.07 | 0.000229 |
| **Signal Transduction** | 2196 | 212 | 1.45 | 0.000332 |
| **Signaling by Receptor Tyrosine Kinases** | 449 | 62 | 2.07 | 0.001 |
| **Innate Immune System** | 879 | 100 | 1.71 | 0.00165 |
| **Formation of the cornified envelope** | 39 | 14 | 5.39 | 0.00469 |
| **Keratinization** | 39 | 14 | 5.39 | 0.00469 |
| **Neuronal System** | 434 | 58 | 2.01 | 0.00472 |
| **Immune System** | 1420 | 143 | 1.51 | 0.0051 |
| **Membrane Trafficking** | 518 | 64 | 1.86 | 0.0182 |
| **Vesicle-mediated transport** | 541 | 65 | 1.81 | 0.0291 |
| **CRMPs in Sema3A signaling** | 19 | 9 | 7.12 | 0.0499 |

**Supplementary Table S2.** *Comparison of transcriptional changes of selected transcripts by RNA-seq and RT-qPCR.*

| **Gene** | **RNA-seq**  **Log2 expression** | **p-value** | **FDR** | **RT-qPCR**  **Expression (REST)** | **S.E. (REST)*** | **P-value (REST)*** | **Result** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ***opn1lw2*** | 0.496 | 0.073 | 0.417 | 1.052 | 0.508 - 2.153 | 0.799 |  |
| ***opn1mw1*** | 0.276 | 0.104 | 0.572 | 1.075 | 0.302 - 2.463 | 0.836 |  |
| ***opn1mw2*** | 1.366 | 0.103 | 0.000 | 1.074 | 0.601 - 1.935 | 0.671 |  |
| ***opn1sw1*** | 0.976 | 2.105 | 0.016 | 4.301 | 1.903 - 12.773 | 0 | UP |
| ***opn1sw2*** | 0.918 | 0.995 | 0.025 | 1.993 | 0.722 - 4.186 | 0.001 | UP |
| ***opn4.1*** | 1.672 | 1.006 | 6.23E-05 | 2.009 | 1.216 - 3.579 | 0.001 | UP |
| ***rho*** | 1.066 | 0.861 | 0.010 | 1.816 | 0.674 - 3.811 | 0.008 | UP |
| ***gnat1*** | 0.850 | 1.940 | 0.012 | 3.837 | 2.058 - 8.380 | 0 | UP |
| ***gnat2*** | 1.353 | 2.090 | 0.002 | 4.257 | 2.313 - 8.121 | 0 | UP |
| ***pde6c*** | 1.418 | 1.196 | 0.001 | 2.291 | 1.236 - 5.034 | 0 | UP |
| ***pde6ha*** | 1.225 | 2.646 | 0.007 | 6.26 | 3.374 - 11.990 | 0 | UP |
| ***guca1c*** | 2.791 | 1.375 | 1.54E-06 | 2.593 | 1.017 - 5.043 | 0 | UP |
| ***gucy2d*** | 1.094 | 2.179 | 0.018 | 4.529 | 2.527 - 8.475 | 0 | UP |
| ***gna11b*** | 1.447 | 1.189 | 6.69E-05 | 2.28 | 1.180 - 4.497 | 0 | UP |
| ***grk7b*** | 1.587 | 1.006 | 6.96E-05 | 2.009 | 1.216 - 3.579 | 0.001 | UP |
| ***p2rx1*** | -1.941 | 1.6E-04 | 0.007 | 0.682 | 0.382 - 1.122 | 0.019 | DOWN |
| ***p2rx5*** | -1.602 | 0.9E-04 | 0.008 | 0.379 | 0.098 - 1.251 | 0.009 | DOWN |
| ***p2rx7*** | -1.899 | 1.51E-10 | 3.86E-08 | 0.278 | 0.031 - 1.179 | 0.019 | DOWN |
| ***adora1b*** | -1.256 | 0.9E-04 | 0.023 | 0.454 | 0.201 - 0.994 | 0.001 | DOWN |
| ***cacna1da*** | -0.898 | 0.9E-04 | 0.008 | 0.124 | 0.040 - 0.281 | 0 | DOWN |
| ***kcnc1a*** | -1.497 | 8.72E-08 | 7.55E-06 | 0.073 | 0.015 - 0.323 | 0 | DOWN |
| ***kcnc1b*** | -1.680 | 2.29E-07 | 1.58E-05 | 0.537 | 0.252 - 1.047 | 0.005 | DOWN |
| ***kcna2b*** | -1.815 | 2.48E-06 | 1.0E-4 | 0.413 | 0.205 - 0.783 | 0.001 | DOWN |
| ***kcnh4a*** | -2.035 | 4.01E-06 | 1.0E-4 | 0.483 | 0.212 - 1.177 | 0.006 | DOWN |
| ***trpv4*** | -2.065 | 0.001147 | 0.009 | 0.216 | 0.060 - 0.659 | 0 | DOWN |
| ***trpm6*** | -1.237 | 0.00043 | 0.005 | 0.124 | 0.040 - 0.281 | 0 | DOWN |

*Values were calculated using the Relative Expression Software Tool (REST) ^15^.

**Supplementary Table S3.** *RT-qPCR results for transcripts associated with the dopaminergic pathway.*

| **Gene** | **RT-qPCR**  **Expression (REST)** | **S.E. (REST)** | **P-value (REST)** | **Result** |
| --- | --- | --- | --- | --- |
| ***drd1a*** | 1.364 | 0.812 - 2.237 | 0.045 | UP |
| ***drd1b*** | 1.676 | 0.696 - 3.555 | 0.027 |  |
| ***drd2a*** | 2.328 | 1.294 - 3.938 | 0.000 | UP |
| ***drd2b*** | 1.635 | 0.677 - 3.535 | 0.028 | UP |
| ***drd2c*** | 1.294 | 0.796 - 2.110 | 0.096 | UP |
| ***drd3*** | 3.397 | 1.359 - 9.037 | 0.001 | UP |
| ***drd4a*** | 3.336 | 1.519 - 7.193 | 0.000 |  |
| ***drd4b*** | 1.216 | 0.765 - 1.990 | 0.190 | UP |
| ***drd5a*** | 2.060 | 0.815 - 4.818 | 0.003 | UP |
| ***th*** | 6.082 | 2.919 - 13.157 | 0.000 | UP |
| ***ddc*** | 1.566 | 0.732 - 3.248 | 0.060 | UP |
| ***mao*** | 1.660 | 0.805 - 3.589 | 0.026 |  |
| ***comta*** | 0.991 | 0.493 - 1.948 | 0.970 |  |
| ***slc6a3*** | 2.958 | 1.122 - 6.871 | 0.001 | UP |
| ***slc18a2*** | 2.119 | 1.209 - 4.015 | 0.000 | UP |

**Supplementary Table S4**. *Summary of Genes and Primers.*

**Supplementary Information – References**

1 Ma, A. C., Chen, Y., Blackburn, P. R. & Ekker, S. C. TALEN-Mediated Mutagenesis and Genome Editing. *Methods Mol Biol* **1451**, 17-30, doi:10.1007/978-1-4939-3771-4_2 (2016).

2 Neff, K. L. *et al.* Mojo Hand, a TALEN design tool for genome editing applications. *BMC Bioinformatics* **14**, 1, doi:10.1186/1471-2105-14-1 (2013).

3 Cermak, T. *et al.* Efficient design and assembly of custom TALEN and other TAL effector-based constructs for DNA targeting. *Nucleic Acids Res* **39**, e82, doi:10.1093/nar/gkr218 (2011).

4 Bedell, V. M. *et al.* In vivo genome editing using a high-efficiency TALEN system. *Nature* **491**, 114-118, doi:10.1038/nature11537 (2012).

5 Ma, A. C., Lee, H. B., Clark, K. J. & Ekker, S. C. High efficiency In Vivo genome engineering with a simplified 15-RVD GoldyTALEN design. *PLoS One* **8**, e65259, doi:10.1371/journal.pone.0065259 (2013).

6 Meeker, N. D., Hutchinson, S. A., Ho, L. & Trede, N. S. Method for isolation of PCR-ready genomic DNA from zebrafish tissues. *Biotechniques* **43**, 610, 612, 614, doi:10.2144/000112619 (2007).

7 Timonina, K., Kotova, A. & Zoidl, G. Role of an Aromatic-Aromatic Interaction in the Assembly and Trafficking of the Zebrafish Panx1a Membrane Channel. *Biomolecules* **10**, doi:10.3390/biom10020272 (2020).

8 Malicki, J. *et al.* Mutations affecting development of the zebrafish retina. *Development* **123**, 263-273 (1996).

9 Schindelin, J. *et al.* Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**, 676-682, doi:10.1038/nmeth.2019 (2012).

10 Dougherty, R. in *11th AIAA/CEAS Aeroacoustics Conference (26th AIAA Aeroacoustics Conference)* (2005).

11 Meng, S. *et al.* Targeting retinal dopaminergic neurons in tyrosine hydroxylase-driven green fluorescent protein transgenic zebrafish. *Mol Vis* **14**, 2475-2483 (2008).

12 Gao, Y., Li, P. & Li, L. Transgenic zebrafish that express tyrosine hydroxylase promoter in inner retinal cells. *Dev Dyn* **233**, 921-929, doi:10.1002/dvdy.20416 (2005).

13 Debertin, G. *et al.* Tyrosine hydroxylase positive perisomatic rings are formed around various amacrine cell types in the mammalian retina. *J Neurochem* **134**, 416-428, doi:10.1111/jnc.13144 (2015).

14 Emran, F., Rihel, J. & Dowling, J. E. A behavioral assay to measure responsiveness of zebrafish to changes in light intensities. *J Vis Exp*, doi:10.3791/923 (2008).

15 Pfaffl, M. W., Horgan, G. W. & Dempfle, L. Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. *Nucleic Acids Res* **30**, e36, doi:10.1093/nar/30.9.e36 (2002).

How the deposited data were processed for this re-analysis (not part of the article)

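Larvae of the wild-type TL strain and *panx1a*-/- larvae of the same strain were compared at 6 dpf, with 3 RNA-seq libraries per genotype. Libraries had been prepared with a directional protocol and sequenced as paired-end reads. The authors deposited raw counts of reads per gene, in the layout of HTSeq-count and without normalization, and the paper's text does not name the aligner, the genome build, the annotation or the strand setting. Each file lists 15336 genes by symbol, of which 122 are LOC identifiers, and 5 rows of reads not assigned to a gene. The paper's own analysis used an earlier version of edgeR.

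Counts on genes lay between 17349457 and 21472044 reads in the TL controls (median 20170029) and between 13054759 and 17776115 reads in the *panx1a*-/- libraries (median 15736247). The smallest value the depth can show was taken as 3 counts, between 0.155 and 0.209 CPM in a library, and a fold against a group at or under it is given as a lower bound. Shares of reads have 95% Wilson intervals. These limits cover counting error only. The spread between libraries of a genotype was larger, with a biological coefficient of variation of 0.254.

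The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with scipy 1.17.1. Genes were kept by edgeR's filter on low counts with default settings (12797 genes), normalized by TMM and tested with edgeR's quasi-likelihood test with robust estimation of the spread, with genotype as the only factor. Genes with a Benjamini-Hochberg adjusted p-value below 0.05 were called. CPM values in the text are TMM-normalized, with the SD between the 3 libraries of a genotype. Gene lists were compared with the other tested genes by a two-sided Fisher's exact test on the calls, adjusted within 7 lists for the paper's statements and within 6 lists for hypotheses of the closing section. The lists were written from gene symbols before the data were examined, because the Reactome and ZFIN lists of the paper were not used here. Genes were named in the text by a rule also fixed then. They are the genes the paper names and the 5 upregulated and 5 downregulated genes with the largest change among called genes with an average log2 CPM of at least 1 and no overlap between the genotypes.

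The replicate numbers come from the sample labels, which give both genotypes the numbers 1 to 3. Nothing in the paper's text says that same-numbered libraries were paired, and other labels of the *panx1a*-/- libraries carry different numbers, so the fit without the number as a block was taken as the result and the fit with it was reported beside it. Neighbouring genes of *panx1a* were taken from the RefSeq annotation of the GRCz12tu assembly, used only for gene order and current symbols, with 12707 of the tested genes matched by symbol or synonym.

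The fits were tested on simulated counts with the real means and library sizes, in which 200 genes were changed 4-fold. Every simulated gene had the same spread, a biological coefficient of variation of 0.254, and no library had a deviation of its own. edgeR's quasi-likelihood test recovered 98.5% of them with 3 libraries against 3, on 12806 genes, and 97% of them with 2 against 3, on 12931 genes. The share of false calls was 2.48% and 3.96%. On the 12806 genes, DESeq2 recovered 97% with 8.92% false calls, above the level of 0.05 aimed at, edgeR's exact test 99% with 2.46% and limma-voom 98.5% with 1.5%. Alternatives were DESeq2, edgeR's exact test, limma-voom, RLE and upper-quartile factors, library size only, other filters on low counts, stricter thresholds on the quasi-likelihood test, the replicate block, leaving out each library, and camera for gene lists. Camera used a preset correlation of 0.01 between genes. Fisher's exact test treats genes as independent, and neither list test measures the spread between libraries. RT-qPCR, imaging and behavior experiments were left out, as they have no counts here. *panx3*, *drd1a*, *drd2c* and *drd5a* were not analysed here.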

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

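Each result below appears in data that the paper does not report on. The tests in this part were chosen after the results were seen, except the Fisher's exact tests and the medians of the lists.

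Reads outside annotated genes, meaning reads matched to no gene feature, made up at least 48.4% of the uniquely aligned reads in the *panx1a*-/- libraries and at most 42.9% in the TL controls. The exact permutation test of this share gave p = 0.1, which 3 libraries against 3 cannot go below, so it cannot separate the genotype from chance. Of the *panx1a*-/- libraries, 2 lay above the TL range in total reads, and the third, at 38483475 reads, lay just below the highest TL library, at 38701242 reads. The order in total reads was therefore not the order in the share, since this *panx1a*-/- library had the higher share of the pair. Total reads include the reads outside genes, so they are not an independent measure of depth, and this comparison does not settle whether depth contributed. A difference in RNA preparation, in unspliced RNA or in genomic DNA was not tested, as the counts do not hold the reads' positions.

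Pancreatic enzyme genes had a median log2 fold change of −2.66 in *panx1a*-/- larvae, with 13 of 18 tested genes downregulated and none upregulated, against 21.6% of other genes called in either direction (two-sided Fisher's exact test, p = 6.30e-06, adjusted 3.78e-05). All 18 had a negative log2 fold change. Scaling is not a sufficient explanation, since the median was −2.27 with library size only, the higher of the library-size and upper-quartile values. The medians of these genes, each centred on its mean, were 0.17, 2.82 and 0.09 in TL replicates 1 to 3. They were −0.90, −1.03 and −1.13 in the *panx1a*-/- libraries. TL replicate 2 thus carries much of the difference, though the other TL libraries also lay above every *panx1a*-/- library. With a library left out, from 16 to 18 of these genes had an unadjusted p-value below 0.05 in edgeR's quasi-likelihood test. Of the 4 splits of the libraries that part all same-numbered pairs, 1, the real split, gave a median as far from 0, and the largest of the other 3 was 2.07 in size. So few splits cannot rule out chance. With the replicate number as a block, 44.4% of the genes were called, against 30.3% of the others (Fisher's exact test, p = 0.204), while limma's camera test on the ranking of all genes gave an adjusted p of 3.70e-06 without the block and 4.97e-08 with it. Feeding, or how much gut tissue each pool held, may differ between the pools, and neither was tested.

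Muscle genes had a median log2 fold change of −1.07, with 17 of 52 tested genes downregulated and 2 upregulated (two-sided Fisher's exact test, p = 0.0166, adjusted 0.0332). The median was −0.78 with library size only, the higher of the library-size and upper-quartile values, so scaling alone does not remove it. Of the 4 splits that part all same-numbered pairs, 2 gave a median at least as far from 0, the other of which reached 1.21 in size. So few splits could not rule out chance whatever the medians, so this test does not decide the question for the muscle genes. With the replicate block, 26.9% of these genes were called, against 30.3% of the others, while limma's camera test gave an adjusted p of 1.33e-05 without the block and 0.000277 with it.

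Clock genes were not called more often than others without the replicate block (20.5% against 21.6%) but were with it, past the threshold (48.7% against 30.3%; two-sided Fisher's exact test, p = 0.0217, adjusted 0.0434). The 2 arms of the clock moved in opposite directions. The *per* arm (14 genes) had a median log2 fold change of 0.79 and the *arntl* arm (10 genes) of −0.89, a difference of 1.68. Among 10000 random pairs of lists matched on mean expression, 1 had so large a difference (permutation test over genes, p = 0.00020), a test that treats genes as independent. Of the 4 splits that part all same-numbered pairs, 1, the real split, gave so large a difference. Over all 10 splits the largest other difference was 1.66 in size. The difference between the arms, each gene centred on its mean, was 0.48, −1.64 and −1.68 in TL replicates 1 to 3 and 1.14, 0.87 and 0.59 in the *panx1a*-/- libraries. TL replicate 1, which also has the highest share of reads outside genes among the TL controls, thus lay 2.13 above the higher of the other 2 TL libraries, near the *panx1a*-/- libraries. A difference in time of collection or in lighting before collection is a candidate explanation for the clock genes, and it cannot be told apart here from the genotype or from whatever raised the reads outside genes.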

How the results depend on the processing

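The alternatives were set before the data were examined, except the covariate for the share of reads outside annotated genes, which was chosen after seeing the data. The cause of the changes below was not tested unless stated.

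The counts of upregulated and downregulated genes (1264 and 1506) stayed within 1.5 times under the other tests, scalings and filters, with these exceptions. DESeq2 called 1961 upregulated genes, and library size as the only scaling 607 downregulated genes. A required p-value below 0.0001 left 22 upregulated and 29 downregulated genes, and a required fold change above 2.5 left 246 and 707. With the covariate, 0 upregulated genes and 1 downregulated gene were called, and 611 genes had an unadjusted p-value below 0.05. The covariate follows the genotype closely, so this fit cannot separate them. Across the 6 fits that each left out a library, upregulated genes ranged from 1 to 2392 and downregulated genes from 1 to 2316. With 2 libraries against 3, edgeR's quasi-likelihood test recovered 97% of the genes changed 4-fold in simulated counts. Those counts gave every gene the same spread and no library a deviation of its own, unlike the real libraries. The simulation therefore does not settle whether having fewer libraries accounts for the lost calls. Smaller changes were not simulated.

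*panx1a* ranged from −2.90 to −2.62 on the log2 scale with a library left out. In edgeR's quasi-likelihood test with a required p-value below 0.0001, 0% of the phototransduction genes were called upregulated, likewise of those outside Supplementary Table S2 and of the splicing genes, and 0% of the MET and matrix genes downregulated. At an unadjusted p-value below 0.05, 33 phototransduction, 22 of those outside Supplementary Table S2, 60 splicing and 27 MET and matrix genes changed in these directions. Under the other alternatives run on these 4 lists with all 6 libraries, except the covariate, which was not run on them, they stayed past the threshold. With a library left out the phototransduction share ranged from 0% to 72.3%, or 67.6% outside Supplementary Table S2, the splicing share from 0% to 45.5% and the MET and matrix share from 0% to 50%. In those fits the genes past an unadjusted p-value of 0.05 numbered from 27 to 38 for phototransduction, from 17 to 27 outside Supplementary Table S2, from 27 to 75 for splicing and from 21 to 26 for MET and the matrix. The axon guidance share rose to 29.3% with edgeR's exact test, and was 4% against 0.786% without TL replicate 2. Both passed 0.05 before adjustment over the lists (two-sided Fisher's exact test, p = 0.0138 and 0.0225). The share ranged from 0% to 18.7% with a library left out.

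Channel and receptor genes were called downregulated less often than other genes, and this turned with library size only (5.26%) and the stricter p-value (0.658%), without passing the threshold. In limma's camera test, on the ranking of all genes, the list leaned downwards without passing the threshold (adjusted p = 0.932). Their share ranged from 0% to 13.4% with a library left out. Without TL replicate 1 it was lower than that of the other genes past the threshold (10.4% against 18.0%, two-sided Fisher's exact test, p = 0.0145), and without TL replicate 2 or *panx1a*-/- replicate 1 it was above that of the other genes without passing it. Solute carriers, called slightly more often than other genes, fell below them with DESeq2 (27.7%), edgeR's exact test (29.2%), the replicate block (30.3%) and the stricter p-value (0.365%). They ranged from 0% to 31.7% with a library left out, and the highest of these, without TL replicate 1, was below the 36.5% of the other genes. Of the 12 dopaminergic genes tested, 4 were called, against 2 with library size only, 2 with CPM above 1 as the filter, 0 with the stricter p-value, 1 with the fold change above 2.5, and from 0 to 5 with a library left out. At an unadjusted p-value below 0.05, 4 changed with all libraries and from 4 to 5 with a library left out.

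Clock genes were called at a higher share than other genes with DESeq2 (46.2%), library size only (12.8%) and the replicate block (48.7%), of which only the block passed the threshold. Library size only gave 2.38% of lens crystallin genes, now past the threshold, and 5.17% of cell cycle genes, no longer past it. The replicate block gave 44.4% of pancreatic enzyme genes, no longer past it by the calls though past it in limma's camera test (adjusted p = 4.97e-08), and 26.9% of muscle genes, below the other genes. Neuronal genes rose past the threshold with DESeq2 (49.2%) and the replicate block (52.3%).

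Of the other 54 single genes, *panx1b* became positive with DESeq2 (0.013), RLE factors (0.014) and library size only (0.19), *drd1b* with library size only (0.086), and *ddc* with DESeq2 (0.031), RLE factors (0.031), library size only (0.19), no filter (0.0024) and at least 1 count in every library (0.00033). *tuba1b* became negative with upper-quartile factors (−0.041). With a library left out, *panx1b* ranged from −0.14 to 0.080, *opn1mw1* from −0.040 to 0.47, *drd1b* from −0.49 to 0.15, *drd4b* from −0.34 to 0.45, *ddc* from −0.28 to 0.17 and *tuba1b* from −0.12 to 0.21. Over the alternatives with all 6 libraries, 498 of the 535 values of these genes kept their direction and side of the threshold, 11 were weaker and 16 stronger. With a library left out, 187 of 324 kept both, 117 were weaker and 7 stronger. Some genes were not tested under a stricter filter, which left 51 of the 54 with CPM above 1 and 52 with at least 1 count in every library. Whether depth limits the calls of genes with few counts, such as *drd2a* with 34, 15 and 25 in the TL controls, was not tested.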

Differences from the paper's values

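The log2 fold change of *cacna1da* was −0.43, against the paper's −0.898 in Supplementary Table S2. Of the alternatives set before the data were examined, only the fit without TL replicate 2 came within the replicate SD of the paper's value, at −0.58. The others did not, from −0.22 without TL replicate 1 to −0.53 with upper-quartile factors.

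The numbers of upregulated and downregulated genes, 1264 and 1506, differ from the paper's 933 and 1902 by less than 1.5 times. With upper-quartile factors they were 874 and 1925. At the unadjusted p-value that the paper names beside its FDR cutoff, 22 and 29 genes were called in edgeR's quasi-likelihood test. That threshold was not applied to edgeR's exact test, so this comparison does not settle whether the choice of test accounts for the gap. With at least 5 counts required in every library, 12522 genes were left, against the paper's 12302 RNAs, and 13475 with at least 1 count.

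The paper lists *opn1sw2* as upregulated and *p2rx1*, *adora1b*, *cacna1da* and *kcnc1b* as downregulated, and here none of them reached an adjusted p-value below 0.05 in edgeR's quasi-likelihood test (0.0621, 0.0550, 0.134, 0.132 and 0.0779). DESeq2 (adjusted p = 0.0170), edgeR's exact test (0.0250) the replicate block (0.0348) and the fit without *panx1a*-/- replicate 2 (0.0139) called *opn1sw2*, where all alternatives ran up to 0.192. *p2rx1* was called by DESeq2 (0.0102), edgeR's exact test (0.0125), limma-voom (0.0399) the replicate block (0.0498) and the fit without *panx1a*-/- replicate 2 (0.0139), where all alternatives ran up to 0.166. Only edgeR's exact test called *kcnc1b* (0.0425), where all alternatives ran up to 0.244. No alternative called *adora1b* or *cacna1da*.

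The paper reports axon guidance among the enriched processes of downregulated genes. Here the list of axon guidance genes was not enriched (two-sided Fisher's exact test, p = 0.148), except with calls from edgeR's exact test (p = 0.0138) and without TL replicate 2 (p = 0.0225), among alternatives that ran up to p = 1. The paper names solute carriers and ion channels as affected, without stating an excess over other genes. Members of both changed here, with 25 upregulated and 38 downregulated of 274 solute carriers, and 14 and 15 of 152 channel and receptor genes. The share of solute carriers called (23.0%) and the share of channel and receptor genes called downregulated (9.87%) did not differ from those of the other genes by the test (two-sided Fisher's exact test, p = 0.604 and 0.528). This does not contradict the paper's statement.

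In Supplementary Table S3 the paper lists *drd2a*, *drd2b*, *drd4b*, *ddc*, *slc6a3* and *slc18a2* as upregulated by RT-qPCR, a different measurement. In the counts *drd2a* had a log2 fold change of −1.45 (adjusted p = 0.0435). *drd2b* (−0.60), *drd4b* (0.15), *ddc* (−0.01), *slc6a3* (−0.39) and *slc18a2* (0.23) were not called.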

Other observations

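The gene lists and the neighbours of *panx1a* were tested as planned. The tests of the RT-qPCR difference, of the covariate, of the phototransduction list in TL replicate 1, of the TL library nearest to the *panx1a*-/- mean, and of the entries of Supplementary Table S2 were chosen only after the results were seen.

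Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs. Among those 4, 1, the real one, gave as many genes with an adjusted p-value below 0.05. All 9 other splits gave 0 genes, with between 15 and 1594 genes at an unadjusted p-value below 0.05, against 5586 in the real split. With so few splits, a grouping by chance cannot be ruled out at the usual threshold.

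TL replicate 1, with the highest share of reads outside annotated genes among the TL controls, resembled the *panx1a*-/- libraries. Across genes, its difference from TL replicate 2 correlated with the difference of the *panx1a*-/- libraries from TL replicate 3 (Pearson r = 0.493), and with the other TL replicates exchanged r was 0.579. Genes are not independent replicates. For 2074 of the called genes (74.9%), TL replicate 1 was the TL library nearest to the *panx1a*-/- mean, where 33.3% is what equal nearness gives. With the share as a covariate, 1 gene was called, a fit in which the share and the genotype are hard to separate. The number of changed genes therefore cannot be told apart from whatever raised the reads outside genes. The 20 most abundant genes took a smaller share of the counts in all 3 *panx1a*-/- libraries than in any TL library. Scaling that allows for this share did not lower the number of calls. TMM gave 2770 genes, RLE factors 2821 and upper-quartile factors 2799, against 1633 with library size only. These totals do not settle whether abundant genes distorted the scaling, since the scaling also moved calls between directions. Downregulated genes numbered 607 with library size only and 1925 with upper-quartile factors. For the phototransduction list, TL replicate 1 lay 0.116 above the higher of the other TL replicates in its median log2 CPM, a smaller gap than that of the clock genes. The order of the TL replicates in this median (−0.32, −0.71 and −0.44 for replicates 1 to 3) was nonetheless their order in the share, and the *panx1a*-/- library with the lowest share, replicate 2, had the lowest median of its genotype (−0.0012, against 0.90 and 0.85). *panx1a*-/- replicate 3, however, had the highest share and not the highest median. The comparison within a genotype is thus mixed, and with 3 libraries per genotype it does not settle whether whatever raised the share also bears on these genes.

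Lens crystallin genes had a median log2 fold change of −0.86, with 40 of 42 below 0, which is not the rise that a general increase of eye tissue would give. Limma's camera test gave them an adjusted p of 0.000583 in the downward direction, while Fisher's exact test on the calls gave 0.205. Lens genes do not bear on whether the retinal or neural part of the RNA rose, and the neuronal list had a median of 0.61. Clock genes were not called more often than others (two-sided Fisher's exact test, p = 1), though with the replicate block they were (48.7%; Fisher's exact test, p = 0.0217), and cell cycle genes were called less often (p = 0.00110, adjusted 0.00331). Among the 100 tested genes nearest to *panx1a*, 22 were called, against 21.6% of the others (two-sided Fisher's exact test, p = 0.903).

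The paralog *panx1b* had a log2 fold change of −0.02 (adjusted p = 0.922) and *panx2* of −0.47 (adjusted p = 0.375, at low counts), and neither passed the threshold. Of the dopaminergic genes outside the receptors, *th* had a log2 fold change of 0.89 (adjusted p = 0.0319) and *mao* of 0.74 (adjusted p = 0.0493), and *slc6a3* (−0.39), *slc18a2* (0.23), *ddc* (−0.01) and *comta* (−0.70) were not called.

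Among the paper's RT-qPCR reference genes, *actb1* had 0 counts in every library, and *actb2* (−0.67, adjusted p = 0.0604), *eef1a1l1* (−0.82, adjusted p = 0.0538) and *b2m* (−0.67, adjusted p = 0.134) were lower without passing the threshold in edgeR's quasi-likelihood test, while *tbp* (0.45) and *tuba1b* (0.07) were not. With the replicate number as a block, *actb2* (adjusted p = 0.0233) and *eef1a1l1* (adjusted p = 0.0133) passed it and *b2m* did not (adjusted p = 0.0780). *actb2* and *eef1a1l1* also passed with DESeq2, edgeR's exact test and upper-quartile factors, and over all alternatives their adjusted p-values ranged from 0.0149 to 0.186 and from 0.0114 to 0.179. That of *b2m* ranged from 0.00996, without *panx1a*-/- replicate 2, to 0.342. If reference genes fell, RT-qPCR ratios could lie above the RNA-seq fold changes. The log2 of the paper's ratio minus the RNA-seq log2 fold change had a median of 0.36 over 38 genes. It was −0.06 over the 26 genes of Supplementary Table S2 and 0.87 over the 12 genes of Supplementary Table S3, so reference genes do not account for both tables in the same way.

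In Supplementary Table S2, the p-value entry of all 15 phototransduction genes equals the log2 of their RT-qPCR ratio within rounding, and 10 entries are above 1. None of the 11 receptor and channel genes shows this.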
